# Single cell sequencing of radial glia progeny reveals the diversity of newborn neurons in the adult zebrafish brain

**DOI:** 10.1242/dev.185595

**Published:** 2020-01-09

**Authors:** Christian Lange, Fabian Rost, Anja Machate, Susanne Reinhardt, Matthias Lesche, Anke Weber, Veronika Kuscha, Andreas Dahl, Steffen Rulands, Michael Brand

**Keywords:** Adult neurogenesis, Zebrafish, Radial glia, Neural stem cell, Telencephalon, Single cell sequencing

## Abstract

Zebrafish display widespread and pronounced adult neurogenesis, which is fundamental for their regeneration capability after central nervous system injury. However, the cellular identity and the biological properties of adult newborn neurons are elusive for most brain areas. Here, we have used short-term lineage tracing of radial glia progeny to prospectively isolate newborn neurons from the her4.1^+^ radial glia lineage in the homeostatic adult forebrain. Transcriptome analysis of radial glia, newborn neurons and mature neurons using single cell sequencing identified distinct transcriptional profiles, including novel markers for each population. Specifically, we detected two separate newborn neuron types, which showed diversity of cell fate commitment and location. Further analyses showed that these cell types are homologous to neurogenic cells in the mammalian brain, identified neurogenic commitment in proliferating radial glia and indicated that glutamatergic projection neurons are generated in the adult zebrafish telencephalon. Thus, we prospectively isolated adult newborn neurons from the adult zebrafish forebrain, identified markers for newborn and mature neurons in the adult brain, and revealed intrinsic heterogeneity among adult newborn neurons and their homology with mammalian adult neurogenic cell types.

## Abstract (precis)

**Summary:** A combination of lineage tracing and single cell sequencing identifies specific markers and functional subpopulations of adult newborn neurons in the zebrafish forebrain.

## INTRODUCTION

Adult neurogenesis, the generation and integration of additional neurons to the brain circuitry in adulthood, is widespread across vertebrates, although the extent greatly varies among species (Kaslin et al., 2008; Grandel and Brand, 2013; Alunni and Bally-Cuif, 2016). It is thought to support learning and memory (Aimone et al., 2014; Frisén, 2016), but can also function to replace neurons that are lost due to disease or injury in some species (Reimer et al., 2008; Berg et al., 2010; Kroehne et al., 2011; März et al., 2011; Baumgart et al., 2012; Amamoto et al., 2016; Kaslin et al., 2017).

In most mammals, adult neurogenesis is confined to the major neurogenic niches in the subgranular zone of the hippocampal dentate gyrus and the sub-ependymal zone of the lateral ventricles. Newborn neurons (NBNs) integrate only into the granular zone of the dentate gyrus, and into the olfactory bulb in rodents or into the striatum in humans (Aimone et al., 2014; Ernst and Frisén, 2015). Outside these target zones for adult neurogenesis, integration of NBNs is essentially absent or minimal, and most brain areas (including the cerebral cortex) show limited potential for NBN integration and survival, even after injury-induced neuronal cell death (Bhardwaj et al., 2006; Ohab et al., 2006; Saha et al., 2013; Huttner et al., 2014). Thus, a low potential for NBN integration in most brain areas represents an important roadblock for brain repair after injury or neurodegeneration. To develop therapeutic strategies for cell replacement, a better understanding of the mechanisms that might allow neurogenesis and neuron integration in such brain areas is needed.

In contrast to mammals, teleost fish display widespread and pronounced adult neurogenesis (Ekström et al., 2001; Zupanc et al., 2005; Adolf et al., 2006; Grandel et al., 2006; Alunni et al., 2010; Ganz and Brand, 2016). In the adult zebrafish brain, we previously identified 17 different proliferative zones throughout the neuraxis. These proliferative zones are accompanied by adjacent zones, where newborn neurons integrate. In the telencephalon, the cell bodies of radial glia (RG) neural stem cells are localized in the ventricular zone (VZ), but they span the entire telencephalon with their processes (Grandel et al., 2006; Adolf et al., 2006; Ganz et al., 2010). In the dorsal telencephalon (pallium), RG divide constitutively in adulthood and give rise to neurons, which undergo short-distance migration to the adjacent peri-ventricular zone (PVZ) of the parenchyma, where they are added to the circuitry (Ganz et al., 2010; Kroehne et al., 2011; Furlan et al., 2017). Cells in the PVZ express markers of glutamatergic projection neuron development, such as *tbr1*, *neurod1* and *bhlhe22* (Ganz et al., 2012; Furlan et al., 2017). Similar to the developing mammalian forebrain, a second population of neural progenitors, expressing the marker nestin, exists in the VZ of the striatal ventral telencephalon, which expresses markers of GABAergic interneuron progenitors, e.g. *dlx2* and *dlx5a* (März et al., 2010a; Ganz et al., 2012). The ventrally generated neurons undergo long-distance migration into the telencephalic parenchyma, reminiscent of interneuron tangential migration in mammalian development (Ganz et al., 2010). These data indicate that, in zebrafish telencephalon, the dorsal pallium and the ventral striatum – corresponding to the cognate mammalian brain territories – display ongoing neurogenesis and NBN integration in an evolutionarily conserved manner.

In contrast to mammals, zebrafish efficiently repair lesions after injury to the telencephalon through induction of (1) proliferation of radial glia, (2) neuron generation and (3) integration of newborn, differentiated neurons in the parenchyma (Kroehne et al., 2009, 2011; Baumgart et al., 2012; März et al., 2011; Skaggs et al., 2014). Within weeks and months of the injury, the lesion site is dramatically reduced in size and neuronal connections in the lesioned hemisphere, which are initially destroyed, re-appear. Lineage tracing shows that these regenerated neurons derive from RG and persist long term (Kroehne et al., 2011). The molecular mechanisms that enable this repair process are currently incompletely understood. In particular, previous research focused on the regulation of RG as the source of NBNs in homeostasis or after injury, while the role of immature neuronally committed progenitor cells and neurons, at various stages of their maturation and integration into the adult telencephalon, remains poorly understood.

Recently, cellular differentiation trajectories were reconstructed using single cell sequencing – alone or in combination with cellular barcoding – in vertebrate embryos (Alemany et al., 2018; Briggs et al., 2018; Farrell et al., 2018; Spanjaard et al., 2018; Wagner et al., 2018) or in the zebrafish juvenile brain (Raj et al., 2018). However, neurogenesis and NBN differentiation in the adult telencephalon has not been investigated using these methods. To gain insight into the role and regulation of NBNs in adult neurogenesis in the zebrafish forebrain, we devised a strategy to lineage trace RG, RG-derived NBNs and MNs, allowing their direct, specific isolation from heterogenous cell populations (i.e. prospective isolation). Transcriptome analysis by single cell sequencing revealed pronounced heterogeneity among RG-derived NBNs and allowed the analysis of differentiation trajectories in the adult zebrafish forebrain.

## RESULTS

### Lineage tracing of radial glia-derived newborn neurons in the adult zebrafish telencephalon

In order to prospectively isolate the neuronal progeny of radial glia (i.e. NBNs) in the adult zebrafish telencephalon, we developed a short-term lineage-tracing protocol, based on retention of fluorescent proteins in cell type-specific, fluorescent reporter lines. To this end, we combined the neuronal reporter line *elavl3:gfp* (Park et al., 2000) with the *her4.1:mcherry* reporter line that marks RG (Kroehne et al., 2011). Although the expression of *mcherry* mRNA under the control of the her4.1 promotor is restricted to radial glia and rapidly downregulated in NBN, fluorescent proteins, which have a half-life of circa 24 h (Li et al., 1998), are inherited by the neuronal daughters of dividing radial glia in detectable amounts (Furlan et al., 2017). Using this approach, newborn neurons could be identified as mCherry/GFP double-positive cells in the telencephalon of *her4.1:mcherry*; *elavl3:gfp* fish (Fig. 1A). When analyzing dissociated cells from *her4.1:mcherry*; *elavl3:gfp* forebrains, consisting of the telencephalon and anterior diencephalon (see Fig. 1B and Materials and Methods) with flow cytometry, we found that cells with high levels of mCherry were GFP negative. In contrast, cells with low, but detectable levels of mCherry were clearly positive for the neuronal marker *elavl3*:GFP (Fig. 1C). These results confirmed our hypothesis that NBNs can be identified as mCherry/GFP double-positive cells in the telencephalon of *her4.1:mcherry*;*elavl3:gfp* fish, while bona fide RG had higher average levels of mCherry, but were GFP negative. Forebrain cells from single-transgenic *her4.1:mcherry* or *elavl3:gfp* fish contained only few mCherry and GFP double-positive cells, which are likely autofluorescent cells (Fig. S1A). Quantification showed that mCherry^high^/GFP^neg^ RG represented 8.7%, whereas mCherry^low^/GFP^pos^ cells (designated as NBNs) accounted for 10.9% of all live forebrain cells. Mature neurons (MN; mCherry^neg^/GFP^pos^) were the dominating cell population in the adult forebrain with 72.1%, and lineage marker-negative cells accounted for 8.2% of forebrain cells (Fig. 1D). Direct imaging of dissociated cells by Image Stream flow cytometry confirmed the presence of single cells that are simultaneously positive for mCherry and GFP, excluding the alternative possibility that these cells might have represented doublets of cells expressing either GFP or mCherry (Fig. 1E).

**Fig. 1.**
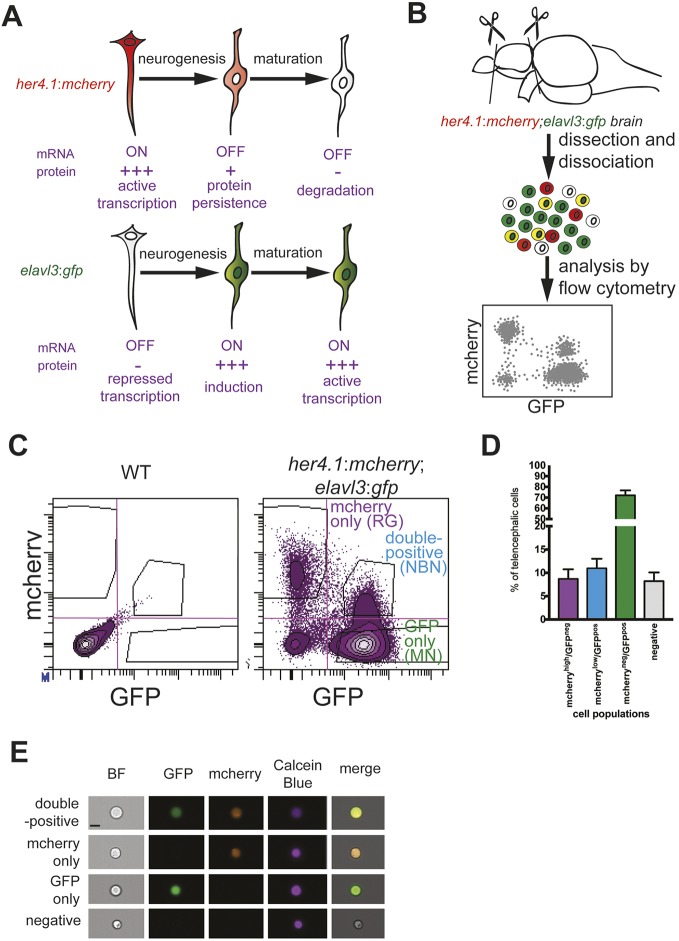
**A double-reporter line for identification and quantification of radial glia-derived newborn neurons in the adult zebrafish brain.** (A) Model for the lineage-trace paradigm. NBNs stop to transcribe *her4.1*-driven *mcherry*, but inherit the protein from their RG precursors (top). At the same time, NBNs induce transcription of the neuronal marker *elavl3*:*gfp* (bottom), allowing the identification of NBNs as mCherry/GFP-double-positive cells in double reporter fish. (B) Scheme of the analytical workflow. Forebrains are removed from double reporter fish and dissociated, and cell types are analyzed by flow cytometry. (C) Representative FACS plots showing forebrain cells from wild-type (left) and *her4.1*:*mcherry*;*elavl3*:*gfp* double reporter fish (right). There are clearly separated populations of mCherry^high^/GFP^neg^ RG and mCherry^low^/GFP^pos^ NBNs. (D) Quantification of cells in the four quadrants shown in C, revealing that NBNs can be found in a frequency comparable with RG and represent circa 10% of forebrain cells. *n*=5. Data are mean±s.e.m. (E) Representative single cells imaged in flow cytometry for mCherry^pos^/GFP^pos^ (first row), mCherry^pos^/GFP^neg^ (second row), mCherry^neg^/GFP^pos^ (third row) and mCherry^neg^/GFP^neg^ (fourth row). At least 20 cells were analyzed and no doublets were seen, excluding the double-positive cells that represent doublets. Scale bar: 7 µm.

As her4.1 is a main target gene of the Notch pathway, mCherry^low^/GFP^pos^ cells could also represent mature neurons with low level activation of this pathway instead of being NBNs that inherited mCherry protein from their RG precursors. To exclude this possibility, we combined the *elavl3:gfp* neuronal reporter line with a newly generated radial glia specific reporter line: *gfap:nls-mcherry*, which expresses nuclear-localized mCherry in telencephalic radial glia cells (Fig. S1B) under the control of the radial glia-specific *gfap* promotor (Bernardos and Raymond, 2006). Flow cytometry of dissociated forebrain cells from *gfap:nls-mcherry*; *elavl3:gfp* fish also identified a specific population of mCherry^low^/GFP^pos^ neurons (Fig. S1C,D). Quantification confirms similar percentages of mCherry^high^/GFP^neg^ and mCherry^low^/GFP^pos^ cells (Fig. S1E). To verify that the mCherry^low^/GFP^pos^ double-positive population is enriched with adult generated neurons, an EdU pulse-chase analysis was performed. Adult *her4.1:mcherry*; *elavl3*:*gfp* fish were injected three times with EdU in 12 h intervals to label sufficient numbers of proliferating cells in the adult brain. EdU incorporation was assessed at 2 h, 7 days or 4 weeks after the last injection to identify proliferating cells and their immediate progeny, early progeny and late progeny of the initially proliferating cells, respectively (Fig. 2A). After 2 h of chase, mCherry^high^/GFP^neg^ RG were the most intensively proliferating cell type as 7.8±2.1% of all cells were EdU^pos^, whereas only 0.8±0.3% of mCherry^low^/GFP^pos^ cells and 0.1±0.01% of mCherry^neg^/GFP^pos^ mature neurons were EdU^pos^ (Fig. 2B,C). In contrast, after 7 h of EdU chase, EdU incorporation in mCherry^low^/GFP^pos^ neurons was significantly increased to 11.6±2.1%, whereas it remained similar in mCherry^high^/GFP^neg^ RG (10.6±3.5%) and mCherry^neg^/GFP^pos^ neurons (1.5±0.8%). After 4 weeks of chase, EdU incorporation in mCherry^low^/GFP^pos^ neurons was reduced to 0.7±0.1% compared with the 7 days chase, mCherry^high^/GFP^neg^ RG showed a trend towards reduced EdU incorporation (3.9±1.6%), whereas mCherry^neg^/GFP^pos^ neurons showed no significant change (0.6±0.1%) (Fig. 2B,C). These data indicate that mCherry^low^/GFP^pos^ neurons are specifically enriched for adult-generated neurons and suggest that these cells represent a transient population that retains *her4.1*:mCherry at least for 7 days but for no more than 4 weeks after their generation from mCherry^high^/GFP^neg^ RG.

**Fig. 2.**
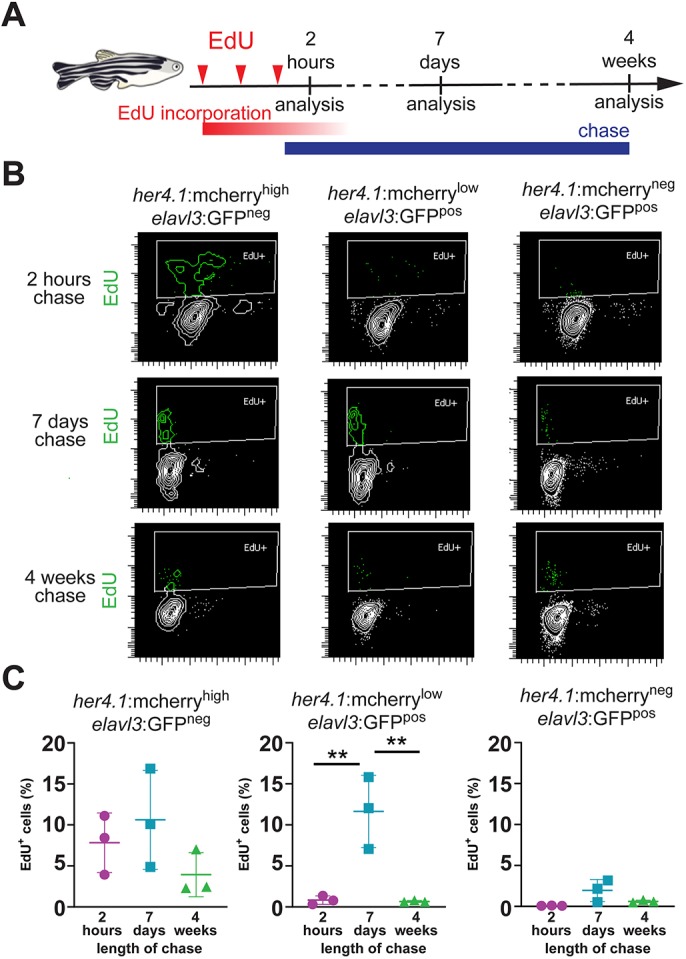
**Newborn neurons retain the radial glia-derived reporter signal transiently.** (A) Scheme of experimental design, indicating the timing of EdU injections (red arrowheads), EdU incorporation (red bar), EdU chase (blue bar) and analysis timepoints after the last EdU injection. (B) Flow cytometry plots showing EdU (green) incorporation in sorted *her4.1*:mCherry^high^/*elavl3*:GFP^neg^ cells (left), *her4.1*:mCherry^low^/*elavl3*:GFP^pos^ cells (middle) and *her4.1*:mCherry^neg^/*elavl3*:GFP^pos^ cells (right) after 2 h (top), 7 days (middle) or 4 weeks (bottom) of chase. There is robust EdU labeling in *her4.1*:mCherry^low^/*elavl3*:GFP^pos^ after 7 days, but not after 2 h or 4 weeks chase. (C) Quantification of EdU labeling *her4.1*:mCherry^high^/*elavl3*:GFP^neg^ cells (left), *her4.1*:mCherry^low^/*elavl3*:GFP^pos^ cells (middle) and *her4.1*:mCherry^neg^/*elavl3*:GFP^pos^ cells (right) after 2 h (magenta), 7 days (blue) or 4 weeks (green). Single data points are shown; *n*=3; data are mean±s.e.m. **P<0.01 by one-way ANOVA and Bonferroni's *post hoc* test.

Together, these data provide substantial evidence that radial glia-derived NBNs in the adult zebrafish forebrain can be identified by retention of fluorescent proteins expressed in radial glia with simultaneous expression of a neuronal marker. Our analyses reveal a population of NBNs that is equal in number compared with the *her4.1*:mCherry^high^/*elavl3*:GFP^neg^ bona fide RG.

### Single cell sequencing identifies transcriptome profiles of radial glia, newborn neurons and mature neurons in the adult zebrafish telencephalon

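Single cells sorted by the fluorescence of the double reporter were sequenced with SMART-seq2, a protocol that reads full-length cDNA and adds no molecular identifiers. The authors aligned single-end reads to the zebrafish genome with GSNAP, counted uniquely aligned reads on genes with featureCounts, and deposited the raw count of each of 32266 genes in each of 370 cells, before any quality filter and without normalization. The RG and NBN gates were each sorted from 6 fish, and the MN gate from 1 of them. Fish 1 to 5 form the sequencing batch bfx855, and 1 fish, with all 30 cells of the MN gate, forms batch bfx811, so that batch cannot be told apart from that fish. In batch bfx855 the fish were read from the group numbers in the sample names. The sample label for the fish was not used, since its 4 values follow the plates and fish 2 and fish 4 each spread over 2 of them. Were it right, there would be 4 fish in place of 6, and 0.125 would be the smallest exact p. The names of batch bfx811 carry no fish number, and its cells were taken as 1 fish because the paper counts 6 fish in all, an assumption that these labels alone do not settle. The median number of reads counted on genes per cell was 116194 in the RG gate, 249589 in the NBN gate and 190600 in the MN gate. From these counts, the quality filters and the clustering were repeated with the settings of the methods. For tests across genes, the reads of the cells that passed the filters were summed per fish and group, because cells of 1 fish are not independent replicates. The sums were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p of 0.05. Levels are given as CPM of a sum, with mean ± SD over fish. Shares of cells with a read were compared by the difference between groups within each fish, with an exact two-sided permutation test that flips the sign of each fish's difference. Its smallest p is 0.03125 with 6 fish, 0.0625 with 5, 0.125 with 4 and 0.25 with 3. Because a cell with more reads shows more genes, shares were also counted after thinning each cell to 20000 reads. Reads of 1 molecule copied by PCR are not independent, so intervals, and the limit of 3 counts used where a count was 0, cover counting error only. Gene identifiers were named with a table of Ensembl symbols, in which several zebrafish genes carry the human symbol, such as *GJA1* for *cx43*, and copies such as *insm1a* and *insm1b* share 1 symbol. Where copies could not be told apart, both identifiers were used.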

Next, using our lineage tracing protocol, we sorted 171 RG (mCherry^high^/GFP^neg^), 169 NBNs (mCherry^low^/GFP^pos^) and 30 mature neurons (MNs, mCherry^neg^/GFP^pos^) from the adult telencephalon of six fish and sequenced them using SMARTSeq2 (Picelli et al., 2014). 

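Over all 370 cells, 207424 reads and 1439 genes with at least 1 read were counted per cell on average, and 1236 genes had more than 1 read. The mean number of genes with at least 1 read was 922 in the RG gate, 1799 in the NBN gate and 2359 in the MN gate.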

On average, we detected 1408 expressed genes and 191,000 transcripts per cell. Of these, 264 cells (71%) passed our quality control: 76, 162 and 26 cells from the RG, NBN and MN FACS gates, respectively, were used for downstream analysis. 

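With the filters of the methods on total reads, on genes with more than 1 read, on the share of the 50 most abundant genes, on mitochondrial reads and on the fraction mapped, 264 of 370 cells (71.4%) passed. These were 73 of 171 in the RG gate, 164 of 169 in the NBN gate and 27 of 30 in the MN gate. No spike-in transcripts are among the 32266 listed genes, so the filter on spike-in reads was not applied. Counting genes with at least 1 read in place of more than 1 moved these numbers to 266 cells in all, with 76, 163 and 27 per gate. The filter on the number of genes removed 89 cells of the RG gate and 2 of the NBN gate, the filter on the 50 most abundant genes 90 and 3, and the filter on mitochondrial reads 43 and 1. In the RG gate, 57.3% of cells failed, against 2.96% in the NBN gate. Per fish, the failed share ranged from 25.8% to 82.1% in the RG gate and from 0% to 10.0% in the NBN gate. The mean difference was 55.0 ± 23.0 percentage points (SD, n = 6 fish; higher in the RG gate in 6 of 6; exact two-sided permutation test, p = 0.03125, the smallest p that 6 fish allow). Within the 5 fish of batch bfx855 the difference was 62.8 points. The cells that passed held at least 38724 reads, with a median of 211548 in the RG gate, 270898 in the NBN gate and 191372 in the MN gate. The failed cells of the RG gate had a median of 57704.

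**Figure D1:**
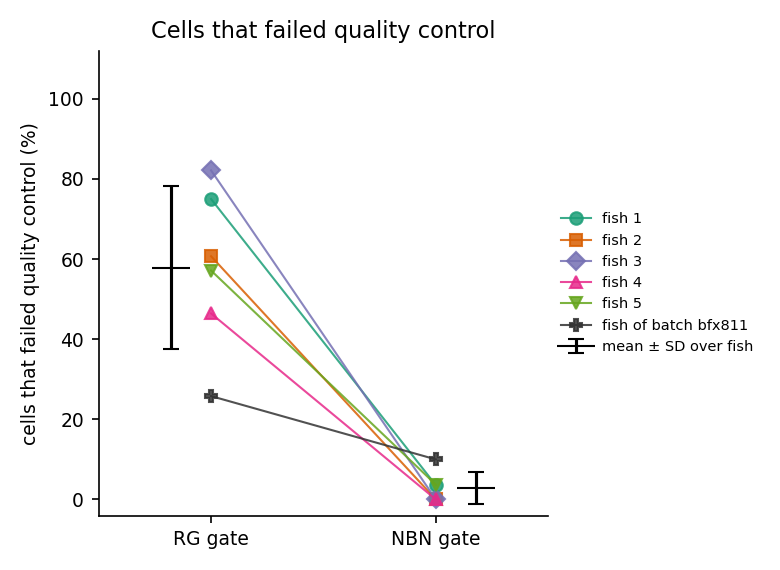
Percent of cells that failed the quality filters in the RG and the NBN gate, 1 point per fish and a line joining the gates of 1 fish, with the mean and SD over 6 fish. Each of the 6 fish has a higher failed share in its RG gate, from 25.8% to 82.1%.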

Consistent with our lineage-tracing paradigm, cells that were sorted as RG, but not those sorted as neurons, expressed radial glia markers (*her4.1*, *cx43*, *id1* and *s100b*) (Grandel et al., 2006; Adolf et al., 2006; Kunze et al., 2009; Ganz et al., 2010; Rodriguez Viales et al., 2015) (Fig. 3A). 

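The 6 RG sums held 1539845 to 5473055 reads and the 6 NBN sums 3228221 to 11933343. The gates were sorted by reporters of *her4.1* and *elavl3*, so the sort itself favours a difference in these 2 genes. *her4.1* (ENSDARG00000056732) stood at 4560.0 ± 2719 CPM (n = 6 fish) in the RG gate and 44.9 ± 81.9 in the NBN gate. Its log2 fold change was 6.67 (standard error 1.32, adjusted p = 0.00288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was higher in the RG gate in 6 of 6 fish. *cx43*, listed as *GJA1* (ENSDARG00000041799), had a log2 fold change of 6.89 (adjusted p = 0.0163) and *s100b* (ENSDARG00000057598) of 4.39 (adjusted p = 0.00437), each higher in 6 of 6 fish. *id1* (ENSDARG00000040764) stood at 399 ± 244 CPM in the RG gate and 12.3 ± 25.2 in the NBN gate. It did not pass the threshold (log2 fold change 5.04, adjusted p = 0.0786), though it did without the fish of batch bfx811 (adjusted p = 0.0243) and with the fish as a block (adjusted p = 0.00185). Of single cells, 68 of 73 (93.2%) in the RG gate, 12 of 164 (7.32%) in the NBN gate and 8 of 27 (29.6%) in the MN gate had a read of *her4.1*. After thinning, the share was 2.44% in the NBN gate and 11.1% in the MN gate. In all, 711 of 8393 genes passed the threshold, 152 higher and 559 lower in the RG gate. The alternative that moved this count most, no filter on genes with low counts, gave 1232 of 22146 genes. With the fish as a block 1035 genes passed, and within the 5 fish of batch bfx855 877. With the 4 plate labels in place of the fish, 1063 of 10490 genes passed, and *cx43* did not (adjusted p = 0.0643). Among the 69 tested genes that the paper names, 37 passed, and 46 when adjusted over the list alone, which is not independent evidence where the study picked a gene on these cells. The 5 genes with the largest change that were higher in the RG gate in every fish were *cyp2p6*, *sb:cb81*, *SLC16A4*, *LIX1* and *plekhg4*. Their mean levels were 126, 353, 83.7, 577 and 267 CPM in the RG gate and 0.0481, 0.587, 0.142, 1.17 and 0.781 CPM in the NBN gate.

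**Figure D2:**
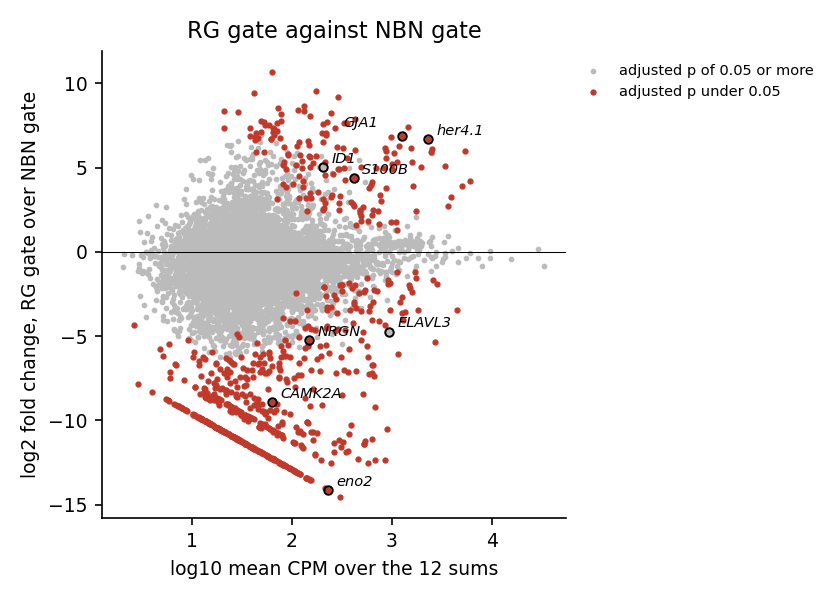
Each point is 1 of 8393 genes, with the log10 of its mean CPM over the 12 sums on the x axis and its log2 fold change between the RG and the NBN gate on the y axis, and genes with an adjusted p under 0.05 are red. *her4.1* and *GJA1* lie above 6 on the y axis, and the points along the lower diagonal are genes at 0 in every RG sum, whose fitted values depend on the prior count.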

Cells sorted as NBNs expressed pan-neuronal markers and early neuronal markers (*elavl3*, *map2* and *insm1a*) (Ferri and Levitt, 1993; Park et al., 2000; Raj et al., 2018), but showed minimal expression of mature synaptic proteins such as synaptic vesicle protein 2a (*sv2a*), neurogranin a (*nrgna*) and calmodulin-dependent kinase 2a (*camk2a*) (Zhong and Gerges, 2012), compared with mature neurons (Fig. 3A). 

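*elavl3* (ENSDARG00000014420) had a read in 157 of 164 (95.7%) cells of the NBN gate, 26 of 27 (96.3%) of the MN gate and 8 of 73 (11.0%) of the RG gate. Its level was 1818 ± 449 CPM in the NBN gate and 68.2 ± 148 in the RG gate. The log2 fold change was -4.74 (RG over NBN gate, adjusted p = 0.0720 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the fits without 1 fish it passed the threshold only without the fish of batch bfx811 (adjusted p = 0.00929), and with the fish as a block it also passed (adjusted p = 0.000374). *map2* (ENSDARG00000055052) had a read in 99 of 164 (60.4%) and 14 of 73 (19.2%) cells of the NBN and RG gates, and either copy of *INSM1* in 51 of 164 (31.1%) and 10 of 73 (13.7%). None of these 3 genes differed past the threshold (*map2* log2 fold change -1.47, adjusted p = 0.488). The 5 genes with the largest fall in the RG gate were all at 0 in the 6 RG sums, where 3 counts over the group correspond to 0.161 CPM. Of these, *eno2* was at least 2891-fold lower in the RG gate, *RTN4R* at least 2679-fold, *CAMK1G* at least 1941-fold and *STMN4* at least 1899-fold. The MN gate was sorted from the fish of batch bfx811 alone, so mature neurons and NBNs were compared within that fish, over 27 cells each and without replicates. Over those cells, *sv2a* (ENSDARG00000059945) stood at 326 CPM in the MN gate and 280.0 CPM in the NBN gate, with a read in 23 of 27 and 13 of 27 cells. *nrgna*, listed as *NRGN*, stood at 1682 CPM and 234 CPM, with a read in 16 of 27 and 4 of 27 cells, and *camk2a* at 570.4 CPM and 156 CPM, with a read in 19 of 27 and 5 of 27 cells. In the same cells, *elavl3* stood at 853 CPM in the MN gate and 1569 CPM in the NBN gate. In the clustering described below, 17 of these 27 NBN gate cells were named NBN.2-like and 4 NBN.1-like. The NBN gate levels of this fish therefore come mostly from NBN.2-like cells. The MN gate gives 1 sum, with no spread between fish behind it, so a test across genes cannot show which genes differ. The tools also differed: a fit to all 13 sums with the fish as a block took 14 of 17946 genes past the threshold with edgeR (0 higher and 14 lower in the MN gate) and 143 with DESeq2 (14 higher and 129 lower), of which 2 were shared. Without the block, edgeR took 0 genes past the threshold, with 541 at an unadjusted p under 0.05. With the block it found 0% of the largest simulated changes, and *elavl3* was fitted at a log2 fold change of -8.08, so neither the calls nor their absence are read as differences between the gates.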

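The 264 cells that passed were normalized with scran size factors, logged and scaled, and clustered by the Louvain method on 10 principal components with 10 nearest neighbours at a resolution of 0.5, with 5207 highly variable genes. The 52 genes whose levels are reported for the clusters were left out of the clustering, so that their own reads did not shape it. Genes that vary with them took part, and 99.2% of cells kept their name with the 52 put back. Tests of these genes between clusters of the same cells are therefore not independent evidence, and their p-values may be too small. The clustering gave 6 clusters, and 6 with the reported genes put back. A resolution of 0.3 gave 5, a resolution of 1.0 gave 10, and 20 other seeds gave 5 or 6. Each cluster was named by its mean level of the marker genes that the paper gives for its 5 clusters, and names ending in -like mark this assignment. Of the 6 clusters, 2 were named NBN.1-like, with 45 and 35 cells, and the others each took a name of their own.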

We used Louvain clustering to identify five clusters with distinct transcriptomic profiles that we visualized by t-stochastic neighbor embedding (t-SNE) as well as principal component analysis (Fig. 3B,C; Fig. S2A,B). 

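The RG-like cluster held 73 cells (72 of the RG gate and 1 of the NBN gate), and the NBN.1-like cluster 80 (77 of the NBN gate, 2 of the MN gate and 1 of the RG gate). The NBN.2-like cluster held 57 cells (56 of the NBN gate and 1 of the MN gate), the OPC-like cluster 10 of the NBN gate, and the MN-like cluster 44, of which 24 came from the MN gate and 20 from the NBN gate. Of the 44 MN-like cells, 26 were from the fish of batch bfx811, and fish 4 had none. Under the other clustering settings, 97.7% to 100% of cells kept their name. Without fish 4, 88.2% did, the MN-like cluster fell from 44 to 20 cells and the OPC-like cluster grew to 29. Without the fish of batch bfx811, 93.6% kept their name.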

The cells from the three FACS gates segregated into five transcriptome clusters: one cluster (RG) consisted almost exclusively of cells sorted as RG, three clusters (NBN.1, NBN.2 and OPC) contained mostly cells sorted as NBN, and one mixed cluster (MN) contained cells from the NBN and MN gates (Fig. 3B; Fig. S2A). 

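*her4.1*, which was not used for the clustering, had a read in 68 of 73 (93.2%) RG-like cells, 8 of 80 (10%) NBN.1-like, 4 of 57 (7.02%) NBN.2-like and 8 of 44 (18.2%) MN-like cells. After thinning, these were 66 of 73, 3 of 80, 0 of 57 and 4 of 44. Summed per fish, it stood at 5273 ± 3405 CPM in RG-like cells (n = 6 fish) and 31.8 ± 38.0 in NBN.1-like cells (n = 6 fish). Its log2 fold change was 7.38 (standard error 1.06, adjusted p = 4.39e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 6 of 6 fish). In NBN.2-like cells, summed in 4 fish with at least 5 cells, it was lower than in NBN.1-like cells, with a log2 fold change of -5.76 (adjusted p = 0.00702), a call that was lost without fish 2 (adjusted p = 0.0529). *elavl3* had a read in 80 of 80 NBN.1-like, 50 of 57 (87.7%) NBN.2-like, 43 of 44 (97.7%) MN-like and 8 of 73 (11.0%) RG-like cells. For *sv2a*, the share was 34 of 44 (77.3%) in MN-like cells, 23 of 80 (28.8%) in NBN.1-like cells, 15 of 57 (26.3%) in NBN.2-like cells and 0 of 73 in RG-like cells, which allows a share of up to 4.11%. Its level was 273 ± 198 CPM in MN-like cells (n = 3 fish) and 57.0 ± 34.4 in NBN.1-like cells, higher in 3 of 3 fish. It was not past the threshold (log2 fold change 2.26, adjusted p = 0.763).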

We assigned cell type identity to each cluster based on known marker genes (Fig. 3B): The radial glia marker *her4.1* was expressed specifically in the RG cluster, but not in the neuronal clusters NBN.1, NBN.2 and MN, which all expressed *elavl3*. *sv2a* was sparsely expressed in NBN.1 and NBN.2, but strongly enriched in cluster MN, confirming that MN contained mature neurons. Cells of the OPC cluster also expressed *elavl3* and were identified as oligodendrocyte progenitor cells by the expression of *olig2* (Park et al., 2007) (Fig. 3B,C). 

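All 10 OPC-like cells had reads of both *elavl3* and *olig2* (ENSDARG00000040946). *olig2* had a read in 3 of 73 (4.11%) RG-like, 2 of 80 (2.50%) NBN.1-like and 3 of 57 (5.26%) NBN.2-like cells and in 0 of 44 MN-like cells, which allows a share of up to 6.82%. The 10 cells came from 5 fish, with 1 to 3 cells in each, and were too few per fish for sums, so no test across genes was run for this cluster.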

The transcriptome analyses identified several marker genes for each of the identified clusters, which allowed their biological characterization (Fig. 2C, Fig. S3, Table 1). The RG cluster expressed several known RG markers, e.g. *fabp7a* (also known as *blbp*), *her4.1* and *glula* (encoding glutamine synthase), but also novel markers such as *si:ch211-251b21.1* (encoding the glutamate receptor grik-1), *fgfbp3*, *atp1a1b*, *selenop* and *mdka*. 

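*fabp7a*, *glula*, *si:ch211-251b21.1*, *fgfbp3*, *selenop* and *mdka* were among the genes that served to name the RG-like cluster, so that their levels there follow from the naming. Reads of them were found in 72 of 73, 70 of 73, 67 of 73, 60 of 73, 53 of 73 and 71 of 73 RG-like cells, in this order. Both copies of *FABP7*, *GLUL* and *MDK* were counted. The lowest share of these genes elsewhere was that of *selenop* and *fgfbp3*, with a read in 2 of 80 and 5 of 80 NBN.1-like cells, and *mdka* and *glula* were also found in 64 of 80 and 54 of 80 of these. Between the gates, which do not depend on the clusters, the copy of *FABP7* ENSDARG00000007697 had a log2 fold change of 4.23 (adjusted p = 6.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in the RG gate in 6 of 6 fish). The log2 fold changes of the copies of *GLUL* were 3.25 (adjusted p = 0.000170) and 2.41 (adjusted p = 0.0105).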

The major pure NBN cluster (NBN.1) was characterized by specific expression of *tubb5*, *cd99l2*, *ppp1r14ba*, *cnp* and *tuba2*. 

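*tubb5* (ENSDARG00000037997) was left out of the clustering, while *cd99l2*, *ppp1r14ba*, *cnp* and *tuba2* named the NBN.1-like cluster. *tubb5* had a read in 79 of 80 (98.8%) NBN.1-like, 15 of 57 (26.3%) NBN.2-like, 12 of 44 (27.3%) MN-like and 16 of 73 (21.9%) RG-like cells. Its level was 9214 ± 3145 CPM in NBN.1-like cells (n = 6 fish), 566 ± 944 in NBN.2-like cells (n = 4), 95.2 ± 104 in MN-like cells (n = 3) and 129 ± 178 in RG-like cells (n = 6). The log2 fold change against NBN.1-like cells was -6.16 in RG-like cells (adjusted p = 0.000356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; lower in 6 of 6 fish), -4.03 in NBN.2-like cells (adjusted p = 0.0868) and -6.60 in MN-like cells (adjusted p = 0.0588). Leaving out 1 fish changed the last pair of calls. The difference in NBN.2-like cells passed without fish 5 (adjusted p = 6.55e-08), and that in MN-like cells passed without fish 2, fish 4, fish 5 or the fish of batch bfx811 (adjusted p down to 0.000113). With the fish as a block both passed (adjusted p = 2.69e-11 and 8.86e-23). Of the naming genes, *tuba2* was the least specific, with a read in 34 of 44 (77.3%) MN-like cells beside 75 of 80 (93.8%) NBN.1-like cells.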

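In the NBN.2-like cluster, *kcnj19a* and *tbr1b*, which were used to name it, had a read in 52 of 57 (91.2%) and 46 of 57 (80.7%) cells, beside 5 of 80 (6.25%) and 44 of 80 (55%) NBN.1-like cells. *ebf3a* and *msi2b* had no part in the clustering. *ebf3a*, listed as *EBF3* (ENSDARG00000100244), had a read in 55 of 57 (96.5%) NBN.2-like and 17 of 80 (21.2%) NBN.1-like cells. Its level was 2788 ± 362 CPM against 266 ± 348 (n = 4 and 6 fish), higher in 4 of 4 fish. The difference did not pass the threshold (log2 fold change 3.39, standard error 1.28, adjusted p = 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both clusters come from the same fish, and with the fish as a block it passed (adjusted p = 0.00804). Of the 2 copies of *MSI2*, ENSDARG00000032614 stood at 1483 ± 523 CPM against 34.2 ± 70.9 (log2 fold change 5.43, adjusted p = 0.0304), and ENSDARG00000033901 did not differ past the threshold (adjusted p = 0.948). The call for the first copy was lost without fish 2, fish 4 or the fish of batch bfx811 (adjusted p up to 0.0961). With the fish as a block, either this call or that of *CXCL12* between the same clusters was lost.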

The smaller pure NBN cluster (NBN.2) expressed the transcription factor *ebf3a*, *kcnj19a*, *tbr1b*, *msi2b* and *podxl2*. 

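In MN-like cells, *sult4a1*, *sybu*, *ube2ka* and *sprn2*, which were used to name the cluster, had a read in 39 of 44 (88.6%), 31 of 44 (70.5%), 36 of 44 (81.8%) and 32 of 44 (72.7%) cells. Either copy of *GAD1* had a read in 16 of 44 (36.4%) MN-like cells, 4 of 80 (5%) NBN.1-like cells and 0 of 57 NBN.2-like cells, which allows a share of up to 5.26%. The copy ENSDARG00000027419 stood at 561 ± 628 CPM in MN-like cells (n = 3 fish) and 33.7 ± 52.0 in NBN.1-like cells (n = 6 fish). The difference did not pass the threshold (log2 fold change 4.05, adjusted p = 0.414 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In OPC-like cells, *aplnra*, *sema5a* and *traf4a*, which named that cluster, had a read in all 10 cells, as did *cd82a*, which had no part in the clustering. *cd82a* was also found in 53 of 73 (72.6%) RG-like cells and *sema5a* in 12 of 57 NBN.2-like cells, while *aplnra* had a read in 1 of 73 (1.37%) RG-like and 1 of 80 (1.25%) NBN.1-like cells.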

The mixed NBN and MN cluster (cluster MN) showed specific expression of *sult4a1*, *sybu*, *ube2ka*, *gad1b* and *sprn2*, while the OPC cluster predominantly expressed the marker genes *aplnra*, *sema5a*, *si:ch211-286c4.6* (encoding Cd59), *traf4a* and *cd82a*, which were recently identified as genes expressed in zebrafish OPCs (Kroehne et al., 2017; Raj et al., 2018). Together, these data show that radial glia-derived NBNs are a heterogeneous population, comprising at least three subsets (NBN.1, NBN.2 and a part of the MN cluster) with distinct transcriptional profiles. They are distinct from their radial glia precursors, but a subset of NBNs clusters together with mature, synaptically integrated neurons, suggesting that this population represents a more mature state of adult-generated neurons. 

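Of 51 tested genes that had been left out of the clustering, 7 differed past the threshold between NBN.2-like and NBN.1-like cells (2 higher and 5 lower in NBN.2-like), 2 between MN-like and NBN.1-like cells and 26 between RG-like and NBN.1-like cells. The adjustment ran over the 12905 genes of the fit, and adjusted over the list alone the counts were 21, 12 and 32, which is not independent evidence where the study picked a gene on these cells. DESeq2 moved the counts most for MN-like cells, to 11, and no filter on low counts moved them most for NBN.2-like cells, to 16. With the fish as a block the counts were 14, 6 and 26. Of the 7 calls for NBN.2-like cells, the block lost 1, either *CXCL12* or the copy of *MSI2* ENSDARG00000032614. Of the genes found between MN-like and NBN.1-like cells, 1 copy of *INSM1* (ENSDARG00000091756) was at 0 in MN-like cells and at least 848-fold lower than the 280.0 ± 186 CPM of NBN.1-like cells (adjusted p = 0.0447 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *id1* stood at 10.4 ± 14.7 against 0.0363 CPM (adjusted p = 0.0222), a call that was lost with the block (adjusted p = 0.360). Leaving out 1 fish left 0 to 3 genes past the threshold, with 0 without fish 3, where 18 genes had an unadjusted p under 0.05, and the calls for *INSM1* and *id1* were each lost in at least 4 of the 6 cases. Within the 5 fish of batch bfx855, 6 genes passed between NBN.2-like and NBN.1-like cells, 2 between MN-like and NBN.1-like cells and 22 between RG-like and NBN.1-like cells. From the clusters and their marker genes, the paper concludes that radial glia-derived NBNs are a heterogeneous population with at least NBN.1, NBN.2 and a part of the MN cluster as subsets.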

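Of the NBN gate cells that passed, 1 of 164 fell in the RG-like cluster and 20 of 164 in the MN-like cluster. Per fish, the MN-like share of the NBN gate was 18.5%, 10.7%, 10.7%, 0% and 26.9% in fish 1 to 5, and 7.41% in the fish of batch bfx811. Of these 20 cells, 13 of 20 (65%) had a read of *sv2a*, 15 of 20 (75%) of *nrgna* and 12 of 20 (60%) of *camk2a*. Among the 77 NBN gate cells in the NBN.1-like cluster these were 21 of 77 (27.3%), 21 of 77 (27.3%) and 10 of 77 (13.0%). Levels summed per fish were higher in MN-like (n = 3 fish) than in NBN.1-like cells for *NRGN* (log2 fold change 2.52, adjusted p = 0.601 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *camk2a* (log2 fold change 3.19, adjusted p = 0.442). Neither difference passed the threshold. Of the genes that separated RG-like from NBN.1-like cells, *cx43* stood at 2864 ± 819.8 CPM against 0.156, and *slc1a2b* had a log2 fold change of 7.01 (adjusted p = 3.09e-06; higher in RG-like cells in 6 of 6 fish).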

Interestingly, one minor cluster, comprising NBNs, none of which expressed *her4.1*, but did express *elavl3*, was identified as oligodendrocyte precursors due to expression of cell-type specific markers (Fig. 3B,C; Fig. S4A). 

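*her4.1* had a read in 0 of 10 OPC-like cells, which allows a share of up to 30% at this number of cells, and *her4.2* in 2 of 10 (20%). The median number of reads was 264184 per OPC-like cell and 211548 per RG-like cell. The radial glia marker *s100b* was found in 8 of 10 (80%) OPC-like cells, and *cx43* and *id1* in none.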

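*fabp7a*, *slc1a2b*, *cd82a*, *cxcl12a* and *glula* each had a read in all 10 OPC-like cells, where both copies of each gene apart from *cxcl12a* were counted. In RG-like cells they were found in 72 of 73, 63 of 73, 53 of 73, 42 of 73 and 70 of 73 cells. In NBN.1-like cells the counts were 34 of 80, 19 of 80, 7 of 80, 3 of 80 and 54 of 80. The mean level of *cxcl12a* was 2131 CPM over OPC-like cells and 561 CPM over RG-like cells. The *mcherry* transgene is not among the listed genes, so its reads were not analysed here.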

Retention of *mcherry*, expressed from a RG-specific promotor in these OPCs, as well as shared marker expression (e.g. *fabp7a*, *slc1a2b*, *atp1a1b*, *cd82a*, *cxcl12a* and *glula*; see Fig. 3C) supports their generation from RG in the adult zebrafish brain. In addition, flow cytometry of double transgenic fish that combine the RG-specific *her4.1*:mCherry reporter with the OPC-specific reporter *olig2*:*gfp* (Shin et al., 2003; Kroehne et al., 2017; Tsata et al., 2019) [Tg(*her4.1:mcherry*; *olig2:gfp*)] revealed that 28.6±3.9% of all *olig2*:GFP cells were mCherry^low^/GFP^high^ double positive (Fig. S4B,C). We also observed numerous cells showing high levels of mCherry fluorescence and low levels of *olig2*-driven GFP fluorescence, possibly representing nascent RG progeny differentiating towards OPCs (Fig. S4B). In summary, these data provide robust evidence that *her4.1*-expressing RG generate heterogeneous and diverse progeny comprising different neuronal and oligodendroglial cell types in the normal adult telencephalon.

**Fig. 3.**
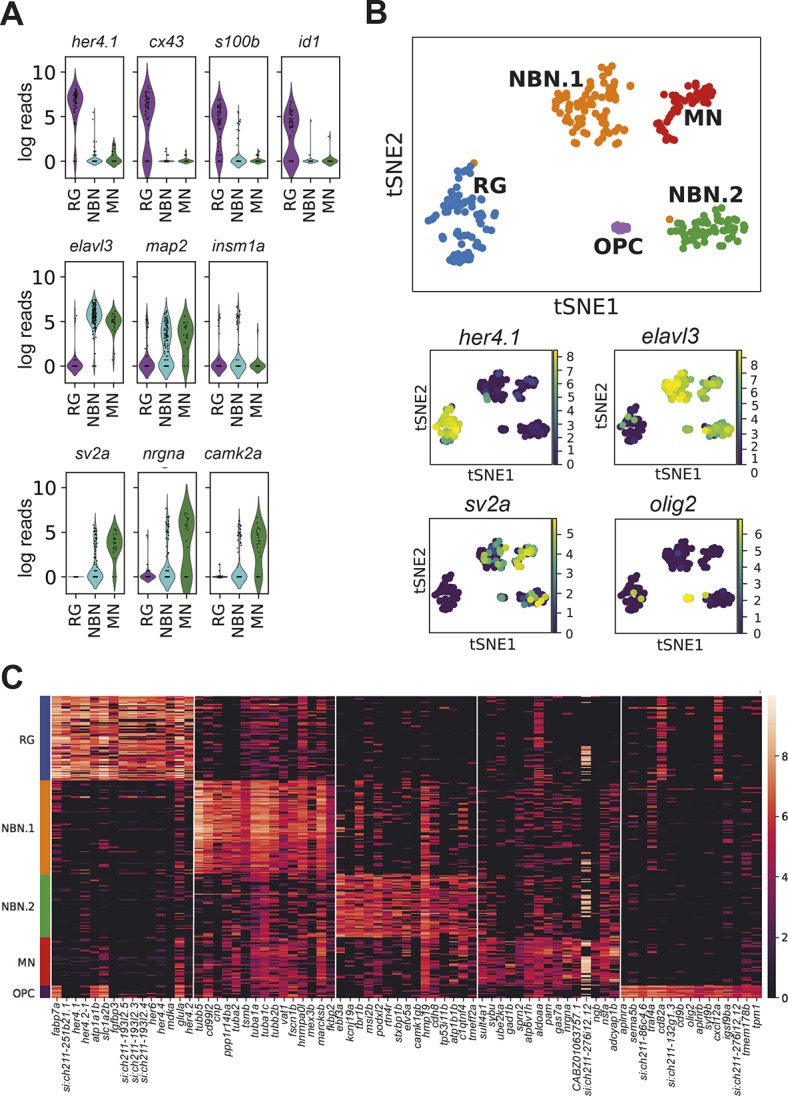
**Single cell RNA-seq reveals the diversity of radial glia progeny in the adult forebrain.** (A) Violin plots showing the expression of known radial glia markers (top), pan-neuronal markers (middle, *elavl3* and *map2*), an early neurogenic fate marker (middle, *insm1a*) and markers of mature synaptically integrated neurons (bottom). (B) tSNE plot revealing five different clusters from a total of 264 RG, NBN and MN cells (top). The cell number per cluster is: RG, 76 cells; NBN.1, 80 cells; NBN.2, 54 cells; MN, 44 cells; and OPC, 10 cells. Smaller panels underneath show expression of characteristic marker genes that separate the different clusters. (C) Heat map with the top 15 cluster-specific genes for the five identified clusters.

**Table 1.**
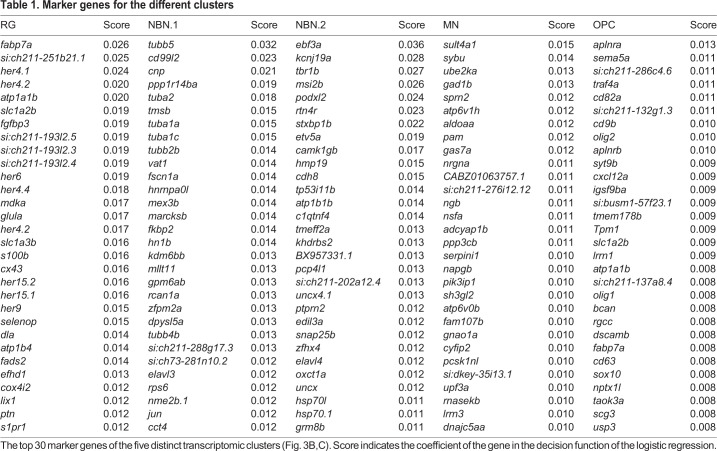
**Marker genes for the different clusters**

### Analysis of gene expression trajectories reveals dichotomic differentiation patterns of RG progeny

To infer the differentiation trajectories of radial glia-derived NBNs, we performed pseudotime-based ordering of our single cell gene expression profiles based on diffusion maps (Fig. 4A). In contrast to dimensionality reduction by t-SNE, diffusion maps retain the global structure of the transcriptomes, such that continuous branching lineages can be visualized (Haghverdi et al., 2015). 

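Diffusion pseudotime was computed over the 254 cells outside the OPC-like cluster, on 10 principal components with 5 nearest neighbours, from the RG root cell that the methods name. The median pseudotime was 0.0873 in RG-like cells and 0.467 in NBN.1-like cells, on a scale from 0 to 1. The difference between the cluster medians within a fish was 0.394 ± 0.0223 (SD, n = 6 fish). Since pseudotime is a distance from an RG cell on principal components, like those that gave the clusters, RG-like cells come first by construction, and this difference is no test of the order. The difference was 0.388 within the 5 fish of batch bfx855, and 0.568 with the reported genes put back. The root moved it most, from 0.0864 to 0.428 over the other RG-like cells. With each of these 72 cells as the root, NBN.1-like cells followed RG-like cells before the other clusters in 72 of 72 cases.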

Using RG as a root group, pseudotemporal ordering using the diffusion pseudotime algorithm revealed the NBN.1 cluster as the differentiation state that is closely related to RG. 

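MN-like cells had a median pseudotime of 0.591 and NBN.2-like cells of 0.854. Within fish, NBN.2-like cells were later than NBN.1-like cells by 0.378 ± 0.0589 (SD, n = 4 fish, 4 of 4; exact two-sided permutation test, p = 0.125, the smallest p that 4 fish allow). MN-like cells were later than NBN.1-like cells by 0.111 ± 0.0314 (n = 5 fish, 5 of 5; exact p = 0.0625, the smallest that 5 fish allow). The difference between MN-like and NBN.1-like cells shrank to 0.00703 (3 of 5 fish; exact p = 0.375) when the reported genes were put back and to 0.0324 (4 of 5 fish; exact p = 0.312) with 20 principal components. Whether the trajectory branches at NBN.1 was not tested, since a distance from the root orders cells along 1 axis.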

From the NBN.1 cluster, a trajectory branchpoint was formed, leading to the MN cluster or the NBN.2 cluster, respectively. Among these two endpoints, the NBN.2 cluster was the most distant from RG (Fig. 4A). 

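NBN.2-like cells were later than MN-like cells by 0.274 ± 0.0365 within fish (SD, n = 3 fish, 3 of 3; exact two-sided permutation test, p = 0.25, the smallest p that 3 fish allow). Over the clustering alternatives and the leave-one-out cases the difference stayed between 0.194 and 0.369. NBN.2-like cells came last from all 72 other roots.

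**Figure D3:**
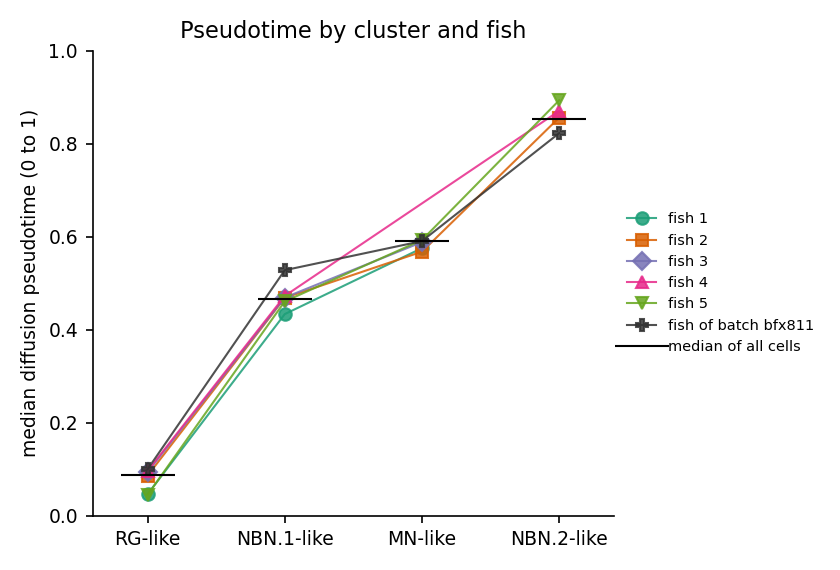
Median diffusion pseudotime, from 0 to 1, by cluster, 1 point per fish with at least 3 cells in the cluster, with lines joining the clusters of 1 fish and a bar at the median over all cells. In each fish the medians rise from RG-like over NBN.1-like to MN-like and NBN.2-like cells, with medians over all cells of 0.0873 and 0.854 at the ends.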

The OPC cluster was omitted from this analysis for clarity because it was transcriptionally disconnected from the other cells (Fig. S5A).

**Fig. 4.**
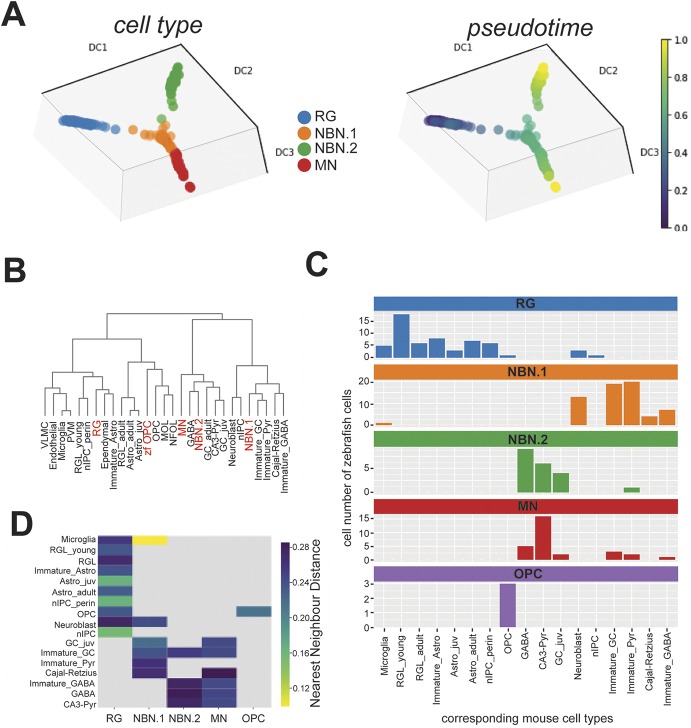
**The differentiation trajectory of zebrafish radial glia progeny clusters resembles mammalian adult neurogenesis.** (A) Lineage trajectory analysis of single cell RNAseq data from RG, NBNs and MNs of the adult zebrafish forebrain. Color coding corresponds to the different cell clusters identified in Fig. 2B (left) or indicates the pseudotime progression (right). (B) Unbiased hierarchical clustering of transcriptome profile from zebrafish cell clusters (red) with cell types from the developing and adult murine hippocampus (black), showing dispersed co-distribution of zebrafish cell clusters with related mammalian cell types. (C) Quantification of distribution of zebrafish cell clusters over the different corresponding murine cell types for RG (blue), NBN.1 cells (orange), NBN.2 cells (green), MNs (red) and OPCs (purple). Bars specify the number of zebrafish cells (*y*-axis) corresponding to the indicated murine cell type (*x*-axis). (D) Heatmap depicting the similarity of zebrafish cell clusters with their corresponding murine cell types based on the k-nearest neighbor distance. Lower distances indicate higher similarities.

Next, we compared the different cell clusters with neurogenic cell types in the adult mammalian brain. A recent study generated sc-transcriptome profiles of radial glia, radial glia-like neural stem cells, their neuronal progeny and niche cells in the adult hippocampus and during hippocampal development (Hochgerner et al., 2018). For a combined cell type homology analysis, we transformed the transcriptomes of zebrafish and mouse cells into a transcriptome of all orthologues gene pairs (see Materials and Methods). Then, we performed hierarchical clustering of the zebrafish and murine cell types (Fig. 4B). The zebrafish cell clusters clustered together with different murine neuronal and glial cell types, indicating a dominance of cell type differences of the transcriptional profiles over species differences. In line with our assignment of cell identity, RG clustered together with murine ependymal cells and young astrocytes, and zebrafish OPCs clustered with murine OPCs and oligodendrocytes. Interestingly, NBN.1 cells formed a cluster with murine immature granule cells and pyramidal neurons, whereas NBN.2 and MN cells clustered together with mature neurons (Fig. 4B). All cell types showed a comparable distribution of similarity of zebrafish cells to their most similar murine counterpart, suggesting that, for each zebrafish cell type, corresponding cell populations exist in the mammalian hippocampus (Fig. S5C). To infer the heterogeneity of cell identity within the zebrafish cell clusters, we also determined the cell type of the single corresponding, most similar murine cell for each zebrafish cell. We omitted cells that show only limited similarity to mammalian cells, identified by Hochgerner et al. (2018) (see Fig. S5C and Materials and Methods). The results show that cells forming the RG cluster in the adult zebrafish brain mainly correspond to various glial cell types in the murine brain, i.e. astrocytes and radial glia-like neural stem cells (RGLs) of different maturation stages, neurogenic intermediate progenitor cells (nIPCs) with minor proportions corresponding to neuroblasts, OPCs and microglia. Zebrafish OPCs corresponded only to murine OPCs. Consistent with the pseudotime analysis, NBN.1 cells corresponded to neuroblasts and immature neurons of pyramidal, granule cell or GABAergic identity, while NBN.2 and MN cells mainly corresponded to mature neurons of GABAergic and pyramidal identity as well as juvenile granule cell neurons (Fig. 4C,D). In summary, these analyses reveal transcriptomic similarity of the neurogenic cell types of the adult zebrafish brain with those in the neurogenic niche of the developing and adult hippocampus. In particular, NBN.1 cells display pronounced similarity to neuroblasts and immature neurons, supporting their positioning as direct RG progeny in the pseudotime analysis.

As a substantial proportion of NBN.1 cells showed similarity to neuroblast, which contain proliferating cells in mammalian adult neurogenic niches, we asked whether different subtypes of proliferating cells, e.g. radial glia, progenitors or neuroblasts (März et al., 2010a; Edelmann et al. 2013), are distributed along the pseudotime trajectory in zebrafish. Using *ccnd1*, *mcm5* and *mki67* as markers for proliferating cells, proliferation was confined to the RG cluster and no proliferating cells were found elsewhere within the RG lineage (Fig. 5A), consistent with the pronounced prevalence of EdU^+^ cells in RG at early EdU chase timepoints (see Fig. 2B,C). 

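A read of *ccnd1*, *mcm5* or *mki67* was found in 34 of 73 (46.6%, 95% Clopper-Pearson interval 34.8% to 58.6%) of RG gate cells, in 11 of 164 (6.71%) of NBN gate cells and in 0 of 27 MN gate cells, which allows a share of up to 11.1%. Within fish the RG gate exceeded the NBN gate by 35.3 ± 21.3 percentage points (SD, n = 6 fish, 6 of 6; exact two-sided permutation test, p = 0.03125, the smallest p that 6 fish allow). The difference was 30.0 points within the 5 fish of batch bfx855 (exact p = 0.0625, the smallest that 5 fish allow). After thinning, 3 of 164 NBN gate cells had such a read, and 2 of 164 had at least 5 reads of 1 of the 3 genes, the setting that moved the difference most apart from leaving out fish, to 40.0 points. By cluster, a read was found in 34 of 73 (46.6%) RG-like, 9 of 80 (11.2%) NBN.1-like, 1 of 57 (1.75%) NBN.2-like and 1 of 44 (2.27%) MN-like cells. *ccnd1* (ENSDARG00000101637) alone was found in 31 of 73 (42.5%) RG gate cells and 8 of 164 (4.88%) NBN gate cells, a difference of 34.9 ± 18.8 points (n = 6 fish, 6 of 6; exact p = 0.03125). Its level was 351 ± 282 CPM in RG-like cells and 0.250 in NBN.1-like cells (n = 6 fish each). For *mki67* (ENSDARG00000091150) the counts were 5 of 73 (6.85%) and 2 of 164 (1.22%), and the difference over fish had an exact p of 0.312 (higher in 3 of 6 fish).

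**Figure D4:**
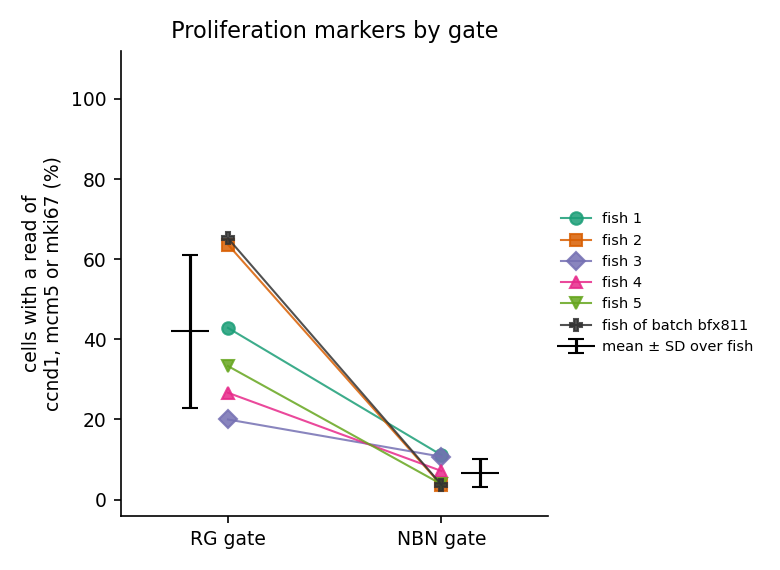
Percent of cells that passed the quality filters with a read of *ccnd1*, *mcm5* or *mki67* in the RG and the NBN gate, 1 point per fish and a line joining the gates of 1 fish, with the mean and SD over 6 fish. In each of the 6 fish the RG gate lies above the NBN gate, and no fish is at 0 in the NBN gate.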

As *mcm5* and *mki67* expression is restricted to specific cell cycle phases (Ohtani et al., 1999; Sobecki et al., 2017), we used *ccnd1* as general proliferation marker to compare the transcriptome profile of *ccnd1^+^*, proliferating RG and *ccnd1*^−^ quiescent RG. Apart from the expected enrichment of proliferation genes, such as *snrpd1*, *actl6a* and *mcm7* (Hiraiwa et al., 1997; Batra et al., 2012; Krasteva et al., 2012), neuronal fate determinants, such as *ascl1a* and *sox4a*, and marker genes of the NBN.1 clusters, such as *tmsb* and *stmn1b*, were significantly enriched in proliferating RG (Figs 3C and 5B; Table 1; Table 2). In contrast, classical RG markers, such as *fabp7a*, *cx43*, *glula* (encoding glutamine synthase) and *s100b*, were enriched in quiescent RG (Figs 3C and 5B; Table 2). 

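RG-like cells with 1 or more reads of *ccnd1* (32 cells) and with none (41 cells) were summed per fish, over 5 fish with at least 3 positive and 6 with at least 3 negative cells. The sums held 593733 to 1921629 and 843207 to 3954099 reads. Of 4068 genes tested, 2 passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, namely *ccnd1* itself, by construction, and *si:ch211-251b21.1*, while 84 genes had an unadjusted p under 0.05. DESeq2 moved this count most, to 17 genes, and without the fish of batch bfx811 it was 6. In simulated data edgeR found 30.2% of genes changed 16-fold in this comparison, so a gene that was not called may still differ. Among the 42 tested genes that the paper names, 8 passed when adjusted over the list alone (2 higher and 6 lower in positive cells), which is not independent evidence where the study picked a gene on these cells. *snrpd1* (ENSDARG00000011648) stood at 225 ± 41.6 CPM in positive cells (n = 5 fish) and 32.5 ± 31.2 in negative cells (n = 6). It was higher in 5 of 5 fish with both (log2 fold change 2.79, adjusted p = 1.00). *actl6a* (ENSDARG00000070828) stood at 244 ± 134 and 0.157 CPM (5 of 5 fish; adjusted p = 0.118). *mcm7* had a log2 fold change of 3.36 (adjusted p = 1.00). *ascl1a* (ENSDARG00000038386) stood at 665 ± 391 and 200.0 ± 215 CPM (log2 fold change 1.73, adjusted p = 1.00; higher in 4 of 5 fish) and had a read in 18 of 32 (56.2%) positive and 8 of 41 (19.5%) negative cells. For *sox4a*, *tmsb* and *stmn1b*, the share of positive and negative cells with a read was 21 of 32 (65.6%) and 10 of 41 (24.4%), 21 of 32 (65.6%) and 12 of 41 (29.3%), and 27 of 32 (84.4%) and 23 of 41 (56.1%), with all identifiers of *SOX4* and *STMN1* counted. The copy of *STMN1* with more reads (ENSDARG00000033655) was higher in 5 of 5 fish (log2 fold change 1.24) and *tmsb* in 4 of 5 (log2 fold change 0.89), neither past the threshold (adjusted p = 1.00 for both).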

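*si:ch211-251b21.1* (ENSDARG00000007275) stood at 3625 ± 1689 CPM in *ccnd1*-positive RG-like cells (n = 5 fish) and 18742 ± 11235 in negative cells (n = 6). Its log2 fold change was -2.37 (standard error 0.38, adjusted p = 0.00125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; lower in 5 of 5 fish with both). The copy of *FABP7* ENSDARG00000007697 was lower in positive cells in 5 of 5 fish (log2 fold change -1.31, adjusted p = 0.118). Among the fits without 1 fish it passed the threshold only without the fish of batch bfx811 (adjusted p = 0.00756), and it also passed without a filter on low counts (adjusted p = 0.000411). *cx43* (log2 fold change -1.80, adjusted p = 0.369) and *s100b* (log2 fold change -1.35, adjusted p = 1.00) were lower in 5 of 5 fish, and the copy of *GLUL* ENSDARG00000099776 in 4 of 5 (log2 fold change -1.42, adjusted p = 0.675), none past the threshold. Both classes come from the same fish, and with the fish as a block 14 genes passed in place of 2, among them *FABP7* (adjusted p = 4.13e-07), *cx43* (adjusted p = 0.00111) and this copy of *GLUL* (adjusted p = 0.00539). A second copy of *GLUL*, ENSDARG00000100003, had a log2 fold change of -0.38, which changed sign to 0.20 with the fish as a block. Positive cells held fewer reads than negative cells, with medians of 183695 and 284681, and more genes with more than 1 read, with medians of 1642 and 1387.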

In support of a neurogenic commitment of proliferating RG, we found that 9% of the top 100 marker genes of NBN.1 cells were also enriched in proliferating RG, whereas only one of them was found to be enriched in quiescent RG (Fig. S5B). 

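The 100 genes that best separated NBN.1-like cells from the other clusters by logistic regression and the 100 genes with the highest Wilcoxon score in *ccnd1*-positive against negative RG-like cells shared 13 genes, where 0.570 would be shared by chance among 17533 ranked genes. The chance value takes every ranked gene as equally likely to be listed. *tmsb* and a copy of *STMN1* were among the 13. The others were *tuba1c*, *TUBA1A*, *MARCKS*, *dnajb1b*, *si:ch211-222l21.1*, *CCT4*, *RPL3*, *RPS12*, *RPS6*, *RPL36* and *RPS23*. Thinning the reads, or ranking the NBN.1-like genes by the Wilcoxon test, raised the number to 22, and leaving out 1 fish gave 9 to 19, with 19 without the fish of batch bfx811. The overlap was not tested further, since genes are not independent replicates.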

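Reads of 2 or more of *ascl1a*, *sox4a*, *tmsb* and *stmn1b* were found in 26 of 32 *ccnd1*-positive RG-like cells (81.2%, 95% Clopper-Pearson interval 63.6% to 92.8%) and in 14 of 41 negative cells (34.1%, 20.1% to 50.6%). These intervals treat cells as independent, which cells of 1 fish are not. Over the 5 fish with at least 3 cells of each class, the difference was 34 ± 50.2 percentage points (SD, n = 5 fish; higher in positive cells in 3 of 5 fish; exact two-sided permutation test, p = 0.25, where 0.0625 is the smallest that 5 fish allow). It was smaller than the spread between fish. After thinning it was 39.5 points (higher in 4 of 5 fish; exact p = 0.188). Without fish 5 it fell to 17.5 points, and within the 4 such fish of batch bfx855 it was 26.9 points.

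**Figure D5:**
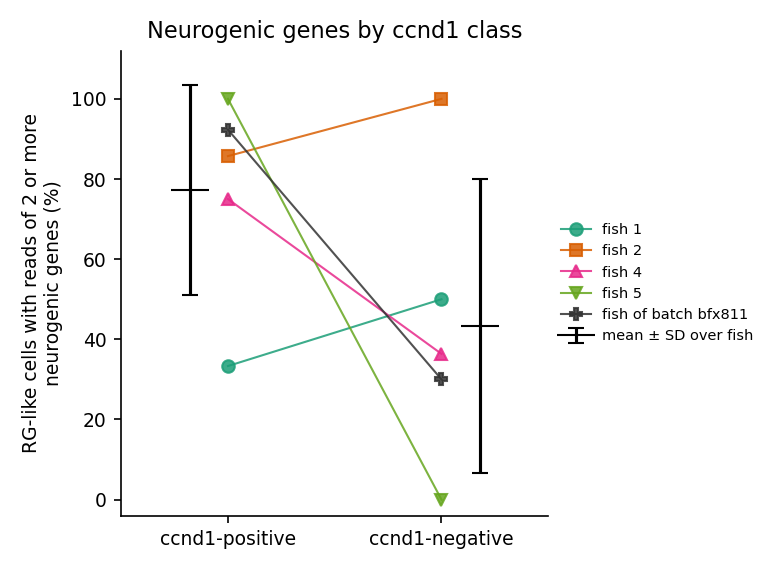
Percent of RG-like cells with reads of 2 or more of *ascl1a*, *sox4a*, *tmsb* and *stmn1b* by *ccnd1* class, 1 point per fish with at least 3 cells in each class and a line joining the classes of 1 fish, with the mean and SD over 5 fish. The share is higher in positive cells in 3 of the 5 fish and lower in fish 1 and fish 2.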

Strikingly, out of the four neuronal fate determinants/neuronal genes (*ascl1a*, *sox4a*, *tmsb* and *stmn1b*) that were most substantially expressed in RG (Table 2), 81% of proliferating RG expressed two or more of them, whereas only 27% of quiescent RG did (Fig. 5C). With the exception of *ascl1a*, which was virtually confined to RG, all neuronal genes were further strongly enriched in NBN.1 cells, suggesting that RG become committed to neurogenesis (indicated by consistent expression of neuronal fate determinants) and that many divisions from proliferating RG are neurogenic. 

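*ascl1a* had a read in 26 of 73 (35.6%) RG-like, 3 of 80 (3.75%) NBN.1-like and 0 of 57 NBN.2-like cells. It stood at 339 ± 252 CPM in RG-like and 13.3 ± 32.5 CPM in NBN.1-like cells (log2 fold change 4.66, adjusted p = 0.0686 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the fits without 1 fish the difference passed the threshold only without fish 1 (adjusted p = 0.000301). Against NBN.1-like cells, RG-like cells were lower for the copy of *STMN1* ENSDARG00000033655 (log2 fold change -3.57, adjusted p = 4.60e-10; lower in 6 of 6 fish), *tmsb* (log2 fold change -2.29, adjusted p = 0.0916) and the copy of *SOX4* ENSDARG00000004588 (log2 fold change -1.69, adjusted p = 0.153). Of these only *STMN1* passed the threshold. A read of *tmsb* was found in 33 of 73 (45.2%) RG-like and 78 of 80 (97.5%) NBN.1-like cells.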

Taken together, we identify RG as the only proliferating cell type in the cell trajectory derived from *her4.1*-positive RG and provide strong evidence that most proliferating RG are committed to neurogenesis.

**Fig. 5.**
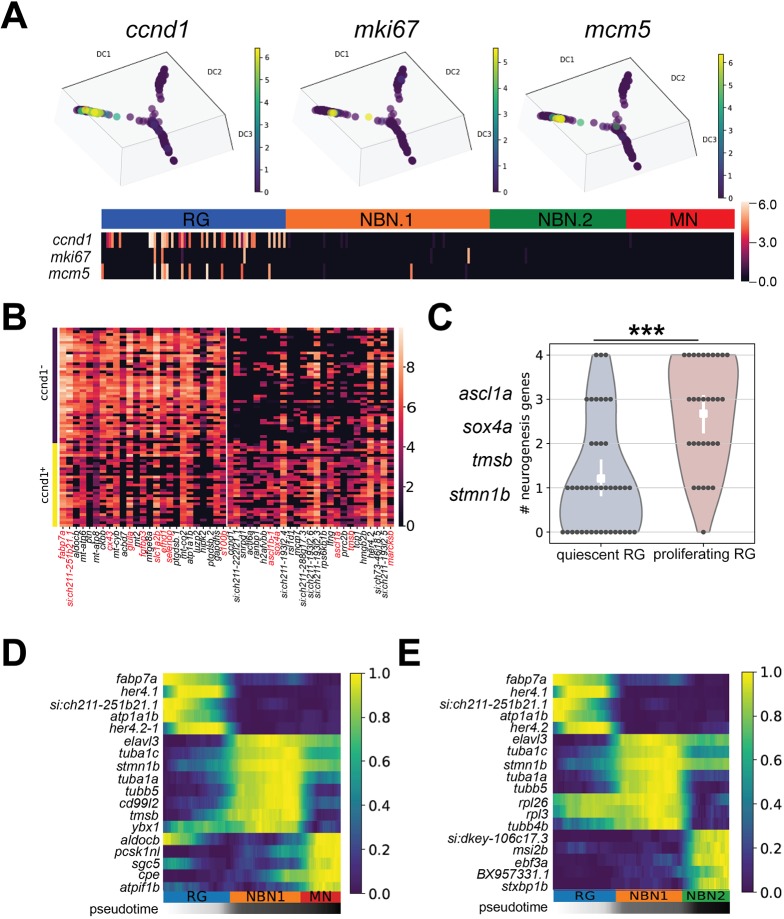
**Proliferation is confined to radial glia and is associated with neurogenic commitment**. (A) Expression pattern of the proliferation markers *ccnd1* (left), *mki67* (middle) and *mcm5* (right) along the trajectory path of RG differentiation. A heatmap indicating the co-expression of these genes in RG is shown at the bottom. (B) Heatmap showing differentially expressed genes in *ccnd1*^−^ quiescent RG and *ccnd1*^+^ proliferating RG. There is enrichment of classical RG markers in quiescent RG (left, red gene symbols), and of neurogenic fate determinants and NBN.1 marker genes in proliferating RG (right, red gene symbols). (C) Violin plot showing cumulative expression of the four most widely expressed neurogenic fate determinants and neuronal genes (left) in quiescent (gray) and proliferating (red) RG. Dots represent cells expressing the indicated number of genes. *n*=45 (quiescent) or 31 (proliferating). ***P<0.001 using a Mann-Whitney *U*-test. (D,E) Heatmaps showing gene expression dynamics of differentially expressed genes along the differentiation trajectory from RG to MNs (D) or from RG to NBN.2 cells (E). Genes (rows) are clustered and cells (columns) are ordered according to the pseudotime development. There is specific expression of *tubb5* in the NBN.1 and of *ebf3a* and *msi2b* in the NBN.2 cluster.

**Table 2.**
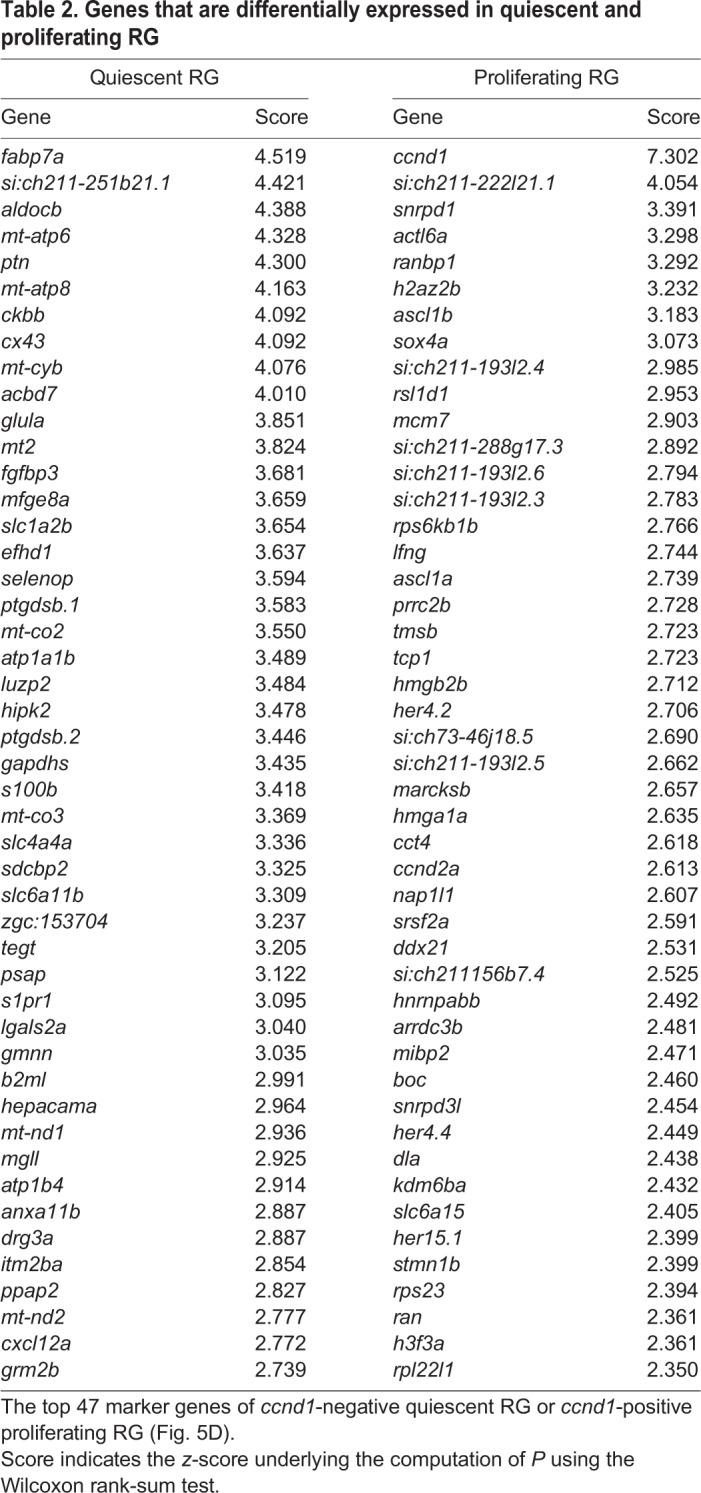
**Genes that** **are** **differentially expressed in quiescent and proliferating RG**

Next, we explored the gene expression changes upon the transition from RG to NBN.1 cells and towards MNs or NBN.2, respectively. Indeed, we observed waves of gene expression along the pseudotime ordering, identifying specific gene regulation along the differentiation trajectories. 

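Across the RG-like cells of each fish with at least 6 such cells, pseudotime was correlated with the level of each gene by Spearman's rho, and the 5 values of rho were tested by an exact two-sided permutation test that flips their signs. The mean rho was 0.320 ± 0.196 for *her4.1* (SD, n = 5 fish, positive in 5 of 5; exact p = 0.0625, the smallest that 5 fish allow) and 0.386 ± 0.247 for *her4.2* (5 of 5; exact p = 0.0625). Of the 5 genes followed in this way, *stmn1b* had a mean rho of 0.431, *sox4a* of 0.387 and *ccnd1* of 0.135 (exact p = 0.438), and the Benjamini-Hochberg adjusted p was 0.0781 for each gene apart from *ccnd1*. With the reads of a cell held fixed in a partial correlation, the mean rho was 0.193 for *her4.1* (4 of 5 fish; exact p = 0.188) and 0.316 for *her4.2* (5 of 5; exact p = 0.0625). Between *ccnd1*-positive and negative RG-like cells, *her4.2* had a log2 fold change of 0.70 (adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 4 of 5 fish).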

Consistent with the enrichment of the Notch target gene *her4.2* in proliferating RG (Fig. 5B), *her4.1* and *her 4.2* were increasingly expressed in RG that were advanced in the pseudotime trajectory (Fig. 5D,E). Furthermore, panneuronal markers such as *elavl3* were consistently upregulated in all neuronal cell types compared with RG, while *tubb5* and *tmsb*, or *ebf3a* and *msi2b* were specifically seen in NBN.1 or NBN.2 clusters, respectively (Fig. 5D,E).

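*elavl3* was lower in RG-like than in NBN.1-like cells, with a log2 fold change of -5.45 (adjusted p = 0.00134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; lower in 6 of 6 fish). It did not differ past the threshold between NBN.1-like and NBN.2-like cells (log2 fold change -0.77, adjusted p = 0.909) or MN-like cells (log2 fold change -1.23, adjusted p = 1). *tmsb* had a read in 15 of 57 (26.3%) NBN.2-like and 13 of 44 (29.5%) MN-like cells, and its level in NBN.2-like cells had a log2 fold change of -2.48 against NBN.1-like cells (adjusted p = 0.184). *ebf3a* had a read in 7 of 73 (9.59%) RG-like and 9 of 44 (20.5%) MN-like cells, and either copy of *MSI2* in 26 of 73 (35.6%) and 20 of 44 (45.5%).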

In conclusion, pseudotemporal ordering of RG, NBNs and MNs identifies a differentiation trajectory from RG to NBN.1 cells, and reveals separate trajectories from NBN.1 towards NBN.2 cells or MNs, respectively. This conclusion is consistent with the comparison of zebrafish and murine neurogenic cell types, which reveals that RG, NBN.1 or NBN.2 and MN cells show transcriptomic similarities to cell types progressing in the known differentiation trajectory in this well-studied niche. Analysis of proliferation marker and neurogenic gene expression indicates that all analyzed proliferative cells in the her4.1-lineage are bona fide RG, and that a neuronal transcription program is prevalent in proliferating RG. Finally, differential gene expression analysis along the trajectory confirms specific marker genes for the NBN.1, the NBN.2 and the MN population.

### The NBN.1 and NBN.2 clusters form spatially defined populations of newborn neurons in the telencephalon and diencephalon, respectively

To identify factors that mediate the separation of the NBN.2 and the MN cluster as the two more differentiated neuronal cell clusters, we investigated the expression of key cell fate meditators for pan-neurogenic fate (*sox4a*, *sox11a*, *insm1a*, *insm1b* and *eomesa*), dorsal telencephalon glutamatergic fate (*neurod4*, *neurod1*, *neurod6a* and *neurod6b*), ventral forebrain GABAergic fate (*dlx1a*, *dlx2a* and *dlx5a*) and glutamatergic or GABAergic neuron identity (*slc17a6a*, *slc17a6b*, *slc17a7a*, *gad1b* and *gad2*) along the differentiation trajectory. 

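Either copy of *SOX11* had a read in 35 of 80 (43.8%) NBN.1-like, 4 of 57 (7.02%) NBN.2-like and 12 of 44 (27.3%) MN-like cells, and any identifier of *SOX4* in 69 of 80 (86.2%), 30 of 57 (52.6%) and 22 of 44 (50%). For *INSM1* these shares were 39 of 80 (48.8%), 11 of 57 (19.3%) and 3 of 44 (6.82%), and for *EOMES* 30 of 80 (37.5%), 11 of 57 (19.3%) and 15 of 44 (34.1%). In RG-like cells, *SOX4*, *SOX11*, *INSM1* and *EOMES* had a read in 31 of 73 (42.5%), 22 of 73 (30.1%), 10 of 73 (13.7%) and 8 of 73 (11.0%) cells. NBN.1-like cells held more reads than the other neuronal clusters, so the shares were also taken after thinning, where *SOX4* was found in 85%, 38.6% and 43.2% of NBN.1-like, NBN.2-like and MN-like cells, and *EOMES* in 33.8%, 19.3% and 31.8%.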

Pan-neurogenic markers and *eomesa* were induced in differentiated RG, were abundantly expressed in the NBN1 cluster, and continued to be expressed, although in fewer cells, in both the NBN.2 and the MN cluster (Fig. 6A,B). Similarly, the glutamatergic or GABAergic neuron markers were also expressed by NBN.1, NBN.2 and MN cells. In contrast, the markers of dorsal telencephalon glutamatergic identity (magenta frame in Fig. 6A) and ventral telencephalon GABAergic identity (turquoise frame in Fig. 6A) were expressed in the NBN.1 and the MN cluster, but absent in the NBN.2 cluster, suggesting that the NBN.2 population of newborn neurons does not have telencephalic identity.

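A read of either copy of *SLC17A6*, the glutamatergic marker, was found in 34 of 80 (42.5%) NBN.1-like, 33 of 57 (57.9%) NBN.2-like and 26 of 44 (59.1%) MN-like cells. Reads of the GABAergic markers, *gad2* or a copy of *GAD1*, were found in 10 of 80 (12.5%), 6 of 57 (10.5%) and 17 of 44 (38.6%). Either copy of *SLC17A7* had a read in 2 of 80 (2.50%) NBN.1-like, 5 of 44 MN-like and 0 of 57 NBN.2-like cells.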

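The dorsal genes *neurod1*, *neurod4* and both copies of *NEUROD6* and the ventral genes *dlx1a*, *dlx2a* and *dlx5a* had been left out of the clustering. After thinning, a read of at least 1 of them was found in 71 of 80 (88.8%) NBN.1-like, 35 of 44 (79.5%) MN-like and 1 of 57 (1.75%, 95% Clopper-Pearson interval 0.0444% to 9.39%) NBN.2-like cells. In the 4 fish with at least 5 cells of both clusters, the share was 1.85% of 54 NBN.2-like and 86.8% of 38 NBN.1-like cells. The difference was -86.4 ± 6.85 percentage points (SD, n = 4 fish, lower in NBN.2-like cells in 4 of 4; exact two-sided permutation test, p = 0.125, the smallest p that 4 fish allow). Without thinning the difference was -82.1 points, the setting that moved it most, and within the 3 such fish of batch bfx855 it was -83.7 points. For the dorsal list alone the difference was -71.6 ± 10.1 points, with 0 of 54 NBN.2-like cells, and for the ventral list, which was rarer in NBN.1-like cells (6 of 38), it was -14.8 ± 7.18 points. *neurod1* (ENSDARG00000019566) was at 0 in NBN.2-like cells and 810.4 ± 405 CPM in NBN.1-like cells (n = 6 fish), at least 2720.2-fold lower against 3 counts over the group (adjusted p = 1.34e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The copies of *NEUROD6* stood at 0.0591 against 390.0 ± 97.5 CPM (adjusted p = 0.000394) and 0.117 against 488 ± 389 CPM (adjusted p = 0.00473). *emx3*, which is also among the genes left out, stood at 0.117 against 510.4 ± 339 CPM (adjusted p = 0.000212). *neurod4* was at least 366-fold lower in NBN.2-like cells (adjusted p = 0.0542) and *DLX5* at least 236-fold lower (adjusted p = 0.0662). These, like *DLX1* (adjusted p = 0.196) and the copy of *DLX2* ENSDARG00000079964 (adjusted p = 0.0884), did not pass the threshold. With the fish as a block, *neurod4* (adjusted p = 0.0413) and this copy of *DLX2* (adjusted p = 0.0412) passed.

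**Figure D6:**
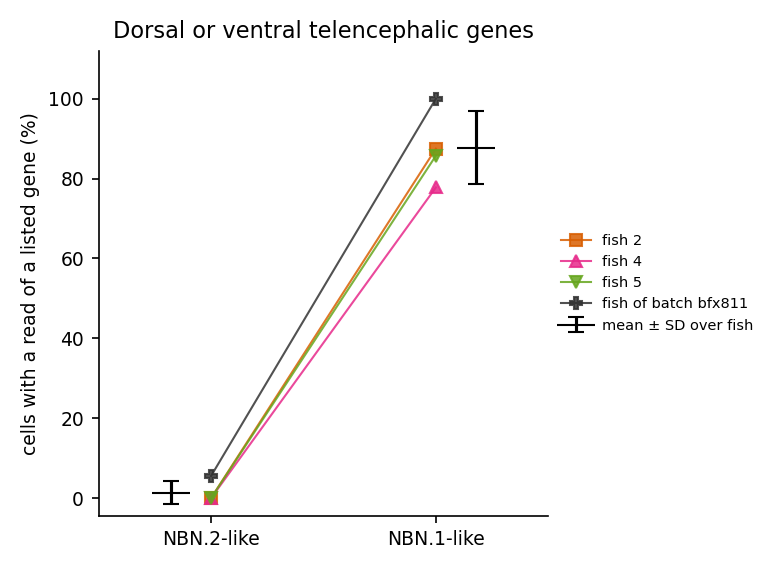
Percent of cells, thinned to 20000 reads, with a read of at least 1 dorsal or ventral telencephalic gene in NBN.2-like and NBN.1-like cells, 1 point per fish with at least 5 cells of both clusters and a line joining the clusters of 1 fish, with the mean and SD over 4 fish. In the 4 fish the NBN.2-like cells lie far below the NBN.1-like cells, with 1.85% and 86.8% over all their cells.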

**Fig. 6.**
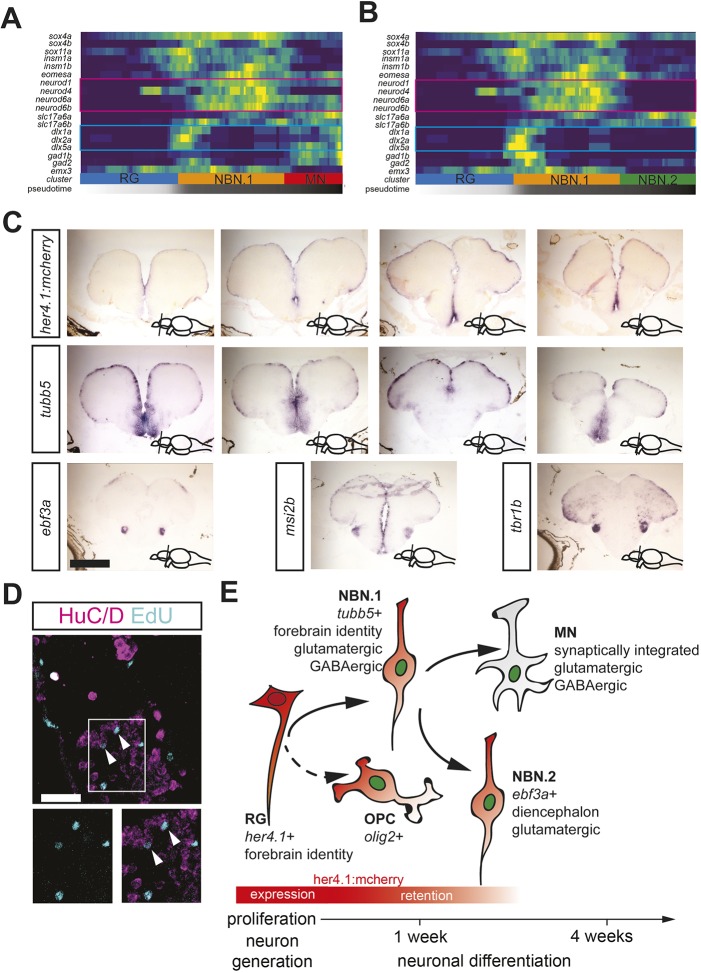
**The NBN clusters show diversity in cell fate determinant expression and anatomical localization in the adult forebrain.** (A,B) Heatmaps showing gene expression dynamics of proliferation markers, Notch targets, neurogenic fate determinants, telencephalic identity markers and neuronal subtype markers along the differentiation trajectory from RG to MNs (A) or from RG to NBN.2 cells (B). Genes (rows) are clustered and cells (columns) are ordered according to the pseudotime development. Magenta and turquoise frames mark identity markers for dorsal or ventral telencephalon, respectively. (C) *In situ* hybridization for *mcherry* in *her4.1*:*mcherry* reporter fish (top), the NBN.1 marker *tubb5* (middle), and the NBN.2 markers *ebf3a*, *msi2b* and *tbr1b* (bottom) in wild-type fish. There is consistent expression of NBN.2 markers in the lateral diencephalon. The rostrocaudal level of the section is indicated in the bottom right corner. (D) Optical section of immunostaining for the neuronal markers HuC/D (magenta) and EdU labeling (turquoise) in the vENT, indicating the localization of NBNs (arrowheads). (E) Schematic representation of the resulting model from this study. Scale bars: 200 µm in C; 20 µm in D.

Next, we determined the localization of NBN.1 and NBN.2 cells in the adult forebrain using *in situ* hybridization for the specific markers *tubb5* (NBN.1) or *ebf3a*, *msi2b* and *tbr1b* (all NBN.2) (Figs 3C and 5D,E). *tubb5* was expressed in the VZ and PVZ throughout the dorsal and ventral telencephalon, as well as in the anterior preoptic part of the diencephalon. Compared with the expression pattern of *mcherry* in the telencephalon of *her4.1:mcherry* fish, which is restricted to the VZ, the expression domain of *tubb5* was notably extended into the PVZ, which is a known location for newborn neurons (Grandel et al., 2006; Ganz et al., 2010; Furlan et al., 2017) (Fig. 6C). These results are consistent with the pseudotemporal positioning of *tubb5*-expressing NBN.1 cells as newborn neurons, which are most closely related to RG. In contrast, *ebf3a* expression was absent in the telencephalon, but was found specifically in the ventral entopeduncular nucleus (vENT) in the lateral anterior diencephalon (Mueller and Guo, 2009; Turner et al., 2016). *msi2b* and *tbr1b* also showed broader expression in the dorsal telencephalon, but consistently labeled the vENT (Fig. 6C), suggesting that the NBN.2 population consists of vENT NBNs. As adult neurogenesis was not reported in the vENT (Zupanc et al., 2005; Grandel et al., 2006), we investigated whether NBNs were located in the vENT. Adult fish were injected with EdU on three consecutive days and EdU^+^/HuC/D^+^ NBNs were analyzed 1 month after injection. As predicted, we found several EdU/HuC/D double-labeled neurons in the vENT (Fig. 6D), indicating that NBNs are added to this nucleus in adult stages. Thus, these results were consistent with our analysis of telencephalic marker expression (Fig. 6A) that suggested a location of NBN.2 cells outside of the telencephalon. Together, our spatial analysis shows that NBN.1 and NBN.2 cells are anatomically distinct populations of newborn neurons in the telencephalon and the diencephalon, respectively.

In conclusion, we have prospectively isolated RG, NBNs and MNs from the adult zebrafish forebrain, analyzed the kinetics of NBN generation and differentiation, and performed unbiased, single cell resolution transcriptome analysis of these cells. This analysis revealed distinct clusters of NBNs (Fig. 6E), which correspond to NBNs in the telencephalon and diencephalon. In addition, we identified specific marker genes for NBNs, which may facilitate further research on this important cell type in the adult vertebrate brain.

## DISCUSSION

The combination of lineage tracing and single cell sequencing is a powerful tool for dynamic analysis of somatic stem cell progeny and their role in tissue development, homeostasis and repair (Camp et al., 2018; Gerber et al., 2018; Kester and van Oudenaarden, 2018). Here, we have performed lineage tracing at the population level by using the inheritance of a fluorescent protein that is specifically expressed in RG by their progeny, similar to previous studies in the developing zebrafish telencephalon and regenerating adult retina (Fausett and Goldman, 2006; Furlan et al., 2017). We additionally used a fluorescent neuronal marker to identify NBNs derived from the RG lineage as cells that are double positive for both markers. An EdU pulse-chase experiment demonstrated that the double-positive cells are specifically enriched for adult-generated neurons and provides evidence that this population is transient and dynamic, because they are enriched for EdU-incorporating cells after a chase of 7 days, but not after 2 h or 4 weeks. The results suggest that the double positive cells lose their mCherry fluorescence between 7 days and 4 weeks after their generation by proliferating precursors (likely RG) and are replaced by newly generated cells at the latter timepoint, consistent with our lineage-tracing paradigm. The extent of RG proliferation measured by EdU incorporation is consistent with the frequency of proliferating RG in the literature (Dray et al., 2015). In addition, the persistence of her4.1-driven mCherry in the mCherry/GFP double-positive cells for up to 7 days is consistent with a previous *in vivo* imaging study, which reports inheritance of *gfap*:GFP in the differentiated daughter cells of RG for several days after division (Barbosa et al., 2015). Thus, these data verify our lineage-tracing approach and provide important insights into the time line and kinetics of neurogenesis and neuronal differentiation. Finally, we were able to enumerate for the first time the extent of radial glia-derived newborn neurons in the adult zebrafish forebrain, independent of thymidine analog administration. Using the *her4.1* promotor as a RG-specific driver, we find that circa 10% of sorted, live cells from the telencephalon are NBNs that still retain detectable levels of the RG-derived fluorescent marker. Our finding that *her4.1*:mCherry in the NBNs is detectable for several days after their generation from proliferating precursors (Fig. 2B,C) suggests that this NBN population is an accumulation of cells of different ages generated over 1 or 2 weeks, but over no more than 4 weeks. Consistently, our transcriptional analysis reveals a broad spectrum of differentiation states among NBNs, from NBN.1 cells that share substantial transcriptional overlap with RG (see Fig. 2C; Fig. S5A) to NBNs that form a common cluster with mature neurons (Fig. S2A). These results suggest that, with our lineage-tracing approach, we detect various differentiation states of NBNs, present at steady state in the uninjured telencephalon (Fig. 3B,C). The biological role of such a surprisingly high number of NBNs and the mechanisms of their integration are currently unknown, but our results pave the way for better investigation and manipulation of NBNs in the adult zebrafish brain. A recent report provided single cell transcriptional profiles of *her4.1*:GFP^pos^ radial glia and *her4.1*:GFP^neg^ neurons from the adult zebrafish telencephalon (Cosacak et al., 2019), but NBNs are likely under-represented in this analysis because *her4.1*:GFP^low^ cells were deliberately omitted from the analysis.

Using our lineage-tracing approach, we determined whether committed proliferating progenitors are present among the RG progeny in the adult forebrain. This analysis, at the population level, showed that RG are the only proliferating cell population within the sampled cells of the *her4.1*-lineage (Fig. 5A). Our estimation of the frequency of proliferating versus quiescent RG matches the values reported by Dray et al. (2015). We find that 11 out of 76 RG (14.5%) express the S/G2/M-phase-specific proliferation marker *mcm5* (Fig. 5A), corresponding to ∼15% of RG expressing the S/G2/M-marker PCNA or *mcm5*-driven EGFP at the protein level (Dray et al., 2015). 

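*mcm5* (ENSDARG00000019507) had a read in 12 of 73 RG-like cells (16.4%) and, after thinning, in 11 of 73 (15.1%). In the NBN gate it was found in 3 of 164 (1.83%) cells. The RG gate exceeded the NBN gate by 11.9 ± 16.5 percentage points (SD, n = 6 fish, higher in 4 of 6; exact two-sided permutation test, p = 0.125). Without fish 2 the difference fell to 5.89 points.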

The data are consistent with our comparison of zebrafish and murine neurogenic cells, where a subset of RG correspond to intermediate neurogenic progenitors, the major proliferating population in murine hippocampal adult neurogenesis. They also align with previous clonal analysis of RG progeny (Kroehne et al., 2011; Rothenaigner et al., 2011), which also argue against a major role of non-radial glia cells for amplification of RG progeny in zebrafish. Such non-glial precursors have been recently proposed as the quantitatively dominant proliferating cell type in the VZ/PVZ of the adult zebrafish telencephalon by live imaging *in vivo*. They were identified by the absence of destabilized RFP(dRFP) expressed under the control of the her4.1 promotor, and by the presence of *mcm5*-driven EGFP (Dray et al., 2015). As these progenitors are negative for classical glial markers, their lineage relationship with radial glia is currently unclear. Importantly, in our study, where mCherry is retained in RG progeny until 7 days after division (Fig. 2B,C), virtually all proliferating *her4.1*:mCherry^pos^ cells showed a transcriptome profile consistent with RG identity (Fig. 5A,B). Similarly, recent sc-RNAseq studies in the adult zebrafish brain with higher cell throughput, only identified cells with transcriptomic profiles of radial glia as proliferating neurogenic precursors (Cosacak et al., 2019; Yu and He, 2019). Our findings – that a subset of zebrafish RG corresponds to intermediate neurogenic progenitors, the major proliferating and amplifying population from the postnatal and adult murine hippocampus, while a NBN.1 subset corresponds to neuroblast, their direct progeny – support this view. Thus, our results argue against a direct lineage relationship between RG and these non-glial precursors, although we cannot exclude the possibility that the mCherry protein is diluted to undetectable levels in fast proliferating precursor progeny in radial glia, while it is still detectable in postmitotic neuronal progeny. 

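Between *ccnd1*-positive and negative RG-like cells, *ascl1b* (ENSDARG00000101628) had a log2 fold change of 2.17 (higher in 5 of 5 fish; adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had a read in 20 of 32 (62.5%) positive and 7 of 41 (17.1%) negative cells. The copy of *MARCKS* with more reads (ENSDARG00000008803) had a log2 fold change of 1.39 (adjusted p = 1.00). With *ascl1b* in place of *ascl1a* among the 4 neurogenic genes, an alternative chosen after the data had been seen, the share of cells with 2 or more of them differed by 41.4 points between the classes (n = 5 fish, 4 of 5; exact two-sided permutation test, p = 0.125).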

We also find that gene expression in proliferating RG is linked to neurogenesis, as expression of neurogenic cell fate determinants (*ascl1a*, *ascl1b* and *sox4a*) and NBN.1 marker genes (*tmsb* and *marcksb*) is enriched in proliferating RG (Fig. 5B). These data are consistent with *in vivo* live-imaging analyses of RG proliferation that found most RG divisions generate differentiated, non-RG progeny (Barbosa et al., 2015; Dray et al., 2015), which were in part identified as HuC/D^pos^ neurons (Barbosa et al., 2015). Thus, our study complements the *in vivo* imaging of cellular behavior of neurogenic cell types in the adult zebrafish telencephalon with insights into the transcriptional regulation in quiescent and proliferating RG and their progeny at single cell resolution.

Another currently unresolved issue concerns the type of NBNs that are found in the adult zebrafish brain. In the telencephalon, GABAergic interneurons and aminergic neurons were previously found among NBNs (Adolf et al., 2006; Grandel et al., 2006), but the identity of a major fraction of NBNs was still unclear. 

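Among the 164 NBN gate cells that passed the filters, a read of either copy of *SLC16A6* was found in 6 cells (3.66%), and in 3 (1.83%) after thinning. A read of *gad2* or a copy of *GAD1* was found in 22 cells (13.4%), and in 17 (10.4%) after thinning. Within fish, the share for *SLC16A6* after thinning was different from that for the GABAergic genes by -8.56 ± 5.57 percentage points (SD, n = 6 fish, lower in 6 of 6; exact two-sided permutation test, p = 0.03125). With at least 5 reads required the difference was -6.75 ± 7.16 points (lower in 4 of 6 fish; exact p = 0.125). The copies of *SLC17A6*, which the results name as glutamatergic markers, had a read in 77 cells (47.0%), and in 61 (37.2%) after thinning. This share exceeded that of the GABAergic genes by 26.9 ± 9.51 points (n = 6 fish, 6 of 6; exact p = 0.03125), by 26.4 points within the 5 fish of batch bfx855, and by 18.9 points when 5 reads were required, the setting that moved it most.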

Using unbiased genome-wide analysis of neuronal cell type markers, we found that the majority of newborn neurons expressed the glutamatergic markers *slc16a6a* or *slc16a6b*, while a smaller fraction expressed the GABAergic markers *gad1b* or *gad2*. In particular, in the NBN.1 cluster, but not in the NBN.2 cluster, pallial fate determinants of the *neurod* gene family were co-expressed with glutamatergic markers (Fig. 4A,B), indicating a pallial glutamatergic identity. Thus, this study shows for the first time that zebrafish constitutively generate pallial glutamatergic neurons at adult stage, raising the possibility that this neuronal class can also be efficiently regenerated after brain injury. 

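Reads of the dorsal *neurod* genes were found in 64 of 80 (80%) NBN.1-like and 2 of 57 (3.51%) NBN.2-like cells without thinning, and in 62 of 80 (77.5%) and 0 of 57 after it. *neurod1* alone had a read in 51 of 80 (63.8%) NBN.1-like cells and in 0 of 57 NBN.2-like cells, and either copy of *NEUROD6* in 54 of 80 (67.5%) and 2 of 57 (3.51%). Reads of *SLC17A6* copies after thinning were found in 24 of 80 (30%) NBN.1-like and 27 of 57 (47.4%) NBN.2-like cells.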

Interestingly, we found a minor proportion of RG progeny that showed hallmarks of OPC identity, such as expression of *olig2*, *olig1*, *aplnrb* and *sox10* (Fig. 2B,C; Fig. S5A). 

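In the OPC-like cluster, *olig1* (ENSDARG00000040948) and *sox10* (ENSDARG00000077467) had a read in 9 of 10 (90%) and 9 of 10 (90%) cells and *aplnrb* (ENSDARG00000036670) in all 10. Outside it, *olig1* had a read in 2 of 80 (2.50%) NBN.1-like cells and 1 of 57 (1.75%) NBN.2-like cell, *sox10* in 2 of 73 (2.74%) RG-like cells, and *aplnrb* in 1 of 73 (1.37%) RG-like and 2 of 57 (3.51%) NBN.2-like cells. The OPC-like cells made up 10 of the 164 NBN gate cells that passed the filters, with 0 to 3 cells per fish.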

OPCs with a very similar marker profile were also found in the juvenile zebrafish brain (Raj et al., 2018). Expression of marker genes for this population was also found prominently in sorted *olig2*:GFP^pos^ cells from the adult zebrafish spinal cord (Kroehne et al., 2017), strongly suggesting that these cells are bona fide OPCs. Moreover, 28.6% of *olig2*:GFP^pos^ cells showed low levels of *her4.1*:mCherry, while numerous cells showed intermediate levels of mCherry and GFP (Fig. S4B,C). Given that more than 25% of *olig2*:GFP^pos^ cells are also positive for *her4.1*:mCherry, the double-positive cells are far too numerous to be accounted for by the small subpopulation of olig2:GFP^pos^ precursors in the midline of the ventral telencephalon (März et al., 2010b). The persistence of *her4.1*-driven mCherry fluorescence in these cells suggests that they are generated by RG in the adult zebrafish brain, in addition to the self-renewal capabilities of OPCs. Thus, we provide the first evidence here for the possible generation of OPCs from RG in the adult zebrafish brain. Whether specialized subsets of RG for generation of neurons and OPCs exists is currently unclear, but future scRNASeq studies in the zebrafish brain with higher cell throughput will enable better clarification of this issue.

Moreover, in addition to the NBN.1 population, which represents the nascent RG progeny, according to analysis by pseudotime ordering, transcriptional overlap and comparison with corresponding mammalian cell types (Fig. 4A,C,D; Fig. S5A), we also identify two more mature populations of adult-generated neurons. One of these populations forms a common cluster with mature neurons that do not retain her4.1-driven mCherry fluorescence and expresses telencephalic identity markers such as *neurod* and *dlx* genes. 

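A read of a dorsal *neurod* gene was found in 24 of 44 (54.5%) MN-like cells and of a *dlx* gene in 13 of 44 (29.5%). Of the 20 MN-like cells from the NBN gate, 13 of 20 (65%) had a read of the first list and 3 of 20 (15%) of the second, against 11 of 24 (45.8%) and 10 of 24 (41.7%) of the 24 from the MN gate.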

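The 20 NBN gate cells of the MN-like cluster had a mean *sv2a* level of 241 CPM over cells, and the 24 MN gate cells of 329.6 CPM, with a read of *sv2a* in 21 of 24 (87.5%) of the latter. The NBN gate cells come from 5 fish and the MN gate cells from the fish of batch bfx811, so a difference between them cannot be told apart from one between fish.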

The NBNs in this cluster are considered to be generated from adult RG within the last 4 weeks, based on the retention of *her4.1*:mCherry (Fig. 2B,C), but are advanced in their maturation as many of them already express maturity markers such as *sv2a* (compare Fig. 3B and Fig. S2A). Within the MN cluster, cells expressing glutamatergic or GABAergic markers are found. 

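After thinning, 25 of 44 (56.8%) MN-like cells had a read of a *SLC17A6* copy and 14 of 44 (31.8%) of *gad2* or a *GAD1* copy. Of the 20 MN-like cells from the NBN gate, 11 of 20 (55%) and 7 of 20 (35%) did without thinning.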

Likely, the small number of analyzed cells in this cluster precludes the separation of these cell types into separate clusters, as found recently (Cosacak et al., 2019). The second, matured NBN.2 population lacks telencephalic markers and consists mostly of glutamatergic neurons (Fig. 6B). 

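In NBN.2-like cells after thinning, *gad2* or a *GAD1* copy had a read in 4 of 57 (7.02%) cells, and *emx3* in 1 of 57 (1.75%).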

Spatial analysis of marker genes identifies these NBNs as belonging to the vENT in the diencephalon, which is included in our analysis, because the anterior diencephalon cannot be surgically separated from the telencephalon at the whole-mount level. Together with our observation that EdU^pos^ NBNs are added to this nucleus in adult stages, this argues that these NBNs are likely derived from diencephalic RG; further direct lineage tracing of diencephalic RG will be necessary to test this hypothesis.

Overall, we find that transcriptome analysis at single cell resolution can distinguish functionally and spatially defined subpopulations of RG progeny in the adult zebrafish brain. The insights presented here also highlight the heterogeneity of RG reporter-positive cells in the adult zebrafish brain, and advocate the use of multiple reporters to clearly define cell types.

Importantly, we identify here marker genes for functional subpopulations of NBNs, such as *tubb5* and *ebf3a* for the NBN.1 and NBN.2 population, respectively. Another recent study also suggested a population of *tubb5*- and *neurod*-expressing cells as nascent, telencephalic neurons in the juvenile zebrafish brain (Raj et al., 2018). Our results are consistent with this conclusion, based on also using lineage-tracing, pseudotime-ordering and location analysis in the adult brain. Identification of specific markers for NBNs – which are currently elusive – will greatly facilitate the study of their biology, because it enables the generation of transgenic tools for studying these cells, e.g. through CRISPR-Cas9-mediated generation of reporters, *Cre*ERT2 lines (Auer et al., 2014; Kesavan et al., 2017, 2018) or effector lines (NTR, dCas9-effectors, etc.).

## MATERIALS AND METHODS

### Zebrafish

Zebrafish were bred and maintained according to standard procedures. All animal procedures were approved by the Regierungspräsidium Dresden (permit AZ 24-9165.40-1/2007, 24-9165.40-1/2013-1, TVV 44/2017). Wild-type experimental fish were in the AB background. Fish were raised at a density of 50-60 fish/12 l tank (Brand et al., 2002). Fish of either sex were used.

### Transgenic fish lines

The *her4.1*:*mcherry*, the *elavl3*:*gfp* and the *olig2*:*gfp* lines have been described previously (Kroehne et al., 2011; Park et al., 2000; Shin et al., 2003). For the generation of the *gfap* reporter line *Tg(gfap:nls-mcherry)*, the *gfap* promoter (Bernardos and Raymond, 2006) was PCR amplified (gfap-for, 5′-gggccCACCTTTGGGATGTAGTGGAACGGG; gfap-rev, 5′-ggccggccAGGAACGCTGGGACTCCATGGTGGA) flanked by ApaI and FseI restriction sites that allowed substitution of the *her4.1* promoter of the *her4.1:mCherry-T2A-CreER^T2^* plasmid (Kroehne et al., 2011). The lowercase letters indicate the non-sequence-specific part of the primers that harbours the restriction sites (ApaI in the forward primer and FseI in the reverse primer). Correspondingly, the uppercase letters indicate the part of the primer that corresponds to the sequence of the *gfap* promotor. The mCherry reporter was PCR amplified and flanked by unique restriction sites using the primers Cherry-Fse-for (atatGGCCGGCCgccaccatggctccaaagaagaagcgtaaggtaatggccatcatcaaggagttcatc) and Cherry-Asc-rev (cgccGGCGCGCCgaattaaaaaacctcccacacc). The nuclear localization sequence (nls) was introduced into the sequence by a 5′ overhang of the PCR forward primer. The PCR product was subloned into the pCR2.1-TOPO vector. Next, the TOPO vector with the reporter and the *pTol(gfap:mcherry-T2A-CreERT2)* construct were digested using the enzymes AscI and FseI, and ligated to replace the mCherry-CreERT2 cassette with the nls-reporter. For germ-line transformation, linearized plasmid DNA with transposase mRNA was injected into fertilized eggs (F0), raised to adulthood and crossed to AB wild-type fish as previously described (Kawakami et al., 2004). For the identification of transgenic fish, F1 embryos were examined under a fluorescent microscope and positive embryos were raised.

### Tissue dissociation and cell sorting

Wild type or *her4.1*:*mcherry*;*elavl3*:*GFP* transgenic fish were sacrificed by an overdose (0.024%) of MS-222 (Sigma) (Brand et al., 2002) until cessation of opercular movement and transferred to ice-cold HBSS. The dorsal skull plates were removed using forceps, incisions were made caudal to the olfactory bulbs and rostral to the midbrain, and the intermittend telencephalon and anterior diencephalon was transferred to Eppendorf tubes. Of note, this dissection protocol will yield cells from both the telencephalon and the anterior diencephalon, as no clear anatomical separation exists between these two parts at the level of whole-mount brain tissue. Single cell suspensions were prepared from single telencephali/anterior diencephali using the Neural Tissue Dissociation Kit (Miltenyi Bioscience) with enzymatic digestion at 28°C instead of 37°C to prevent heat stress of the zebrafish cells. Prior to sorting, all samples were passed through a 20 μm cell strainer to remove cell aggregates and Calcein Blue-AM (Thermo Bioscience) was added to a final concentration of 10 µM.

Cells expressing mCherry and GFP were detected on a LSR II cell sorter (BD Biosciences) after 488 nm excitation and a bandpass-filter 564/42 nm and 530/30 nm, respectively. Calcein Blue was detected after 405 nm excitation and a bandpass-filter 450/40 nm. Forward and side scatter were used to select all events that show a characteristic scatter profile of zebrafish brain cells. From this selection, all events that showed incorporation of the Calcein Blue were gated as living cells. Living cells were plotted for GFP and mCherry fluorescence to gate for the respective cell populations. Detection of all fluorescent samples was controlled against unstained wild-type cells. Single cells gated as RG (mCherry^high^/GFP^neg^), NBN (mCherry^low^/GFP^pos^) and MN (mCherry^neg^/GFP^pos^) were sorted into single cavities of 96-well plates containing 2 µl lysis buffer using index sort mode and a 100 µm nozzle. The samples were immediately frozen until preparation of sequencing libraries.

### Analysis of EdU incorporation in fluorescent cell populations

For the analysis of EdU incorporation into the different cell types of forebrains from *her4.1*:*mcherry*;*elavl3*:*GFP* transgenic fish, 7-10 forebrains were pooled for one sample. At different times after EdU injection, forebrains were dissected, dissociated and processed for FACS as described above. Single cells gated as mCherry^high^/GFP^neg^, mCherry^low^/GFP^pos^ and mCherry^neg^/GFP^pos^ were sorted into Eppendorf tubes containing 200 µl Click-IT fixative (Thermo) using a 100 µm nozzle. For the two mCherry^pos^ populations, 8000-30,000 cells were sorted; for the mCherry^neg^/GFP^pos^ population, sorting was stopped at 100,000 cells. Cells were incubated for 15 min in the dark and EdU was detected using the Click-IT Plus EdU AlexaFluor 647 Flow Cytometry Assay Kit (Thermo) according to the manufacturer's instructions. After EdU detection, the cell pellet was resuspended in 200 µl HBSS (Thermo), including 10 µg/ml (w/v) and incubated for 10 min at room temperature to stain the DNA in cell nuclei. Cells that are positive for AlexaFluor 647-labeled EdU and/or Hoechst were detected on a LSR II cell sorter (BD Biosciences) using 633 nm and 405 nm excitation, and a bandpass filter (660/20 nm and 530/30 nm, respectively).

### Imaging flow cytometry

For imaging flow cytometry, dissected zebrafish forebrains were dissociated and processed as for conventional flow cytometry (see above). The dissociated cells were analyzed for reporter fluorescence (GFP and mCherry) and Calcein Blue as viability marker using an ImageStream X Mark II imaging flow cytometer (Amnis), after gating forebrain cells for singlets (aspect ratio versus area). Data were processed offline using IDEAS software (Amnis). At least 20 individual images of double-positive (GFP^+^/mCherry^+^) cells, mCherry only-positive cells (GFP^−^/mCherry^+^), GFP only-positive cells (GFP^+^/mCherry^−^) and negative cells (GFP^−^/mCherry^−^) were analyzed and quantified for the appearance of GFP and DsRED within the same cell, doublets and cells with attached fluorescent debris.

### RNA sequencing

Cells were sorted by FACS into a 96-well plate containing 2 µl of nuclease free water with 0.2% Triton-X 100 and 4 U murine RNase Inhibitor (NEB), spun down and frozen at −80°C. After thawing the samples, 2 µl of a primer mix was added [5 mM dNTP (Invitrogen), 0.5 µM dT-primer* and 4 U RNase Inhibitor (NEB)]. RNA was denatured for 3 min at 72°C and the reverse transcription was performed at 42°C for 90 min after filling up to 10 µl with reverse transcription buffer mix for a final concentration of 1× superscript II buffer (Invitrogen), 1 M betaine, 5 mM DTT, 6 mM MgCl_2_, 1 µM TSO-primer*, 9 U RNase Inhibitor and 90 U Superscript II. After synthesis, the reverse transcriptase was inactivated at 70°C for 15 min. The cDNA was amplified using Kapa HiFi HotStart Readymix (Peqlab) at a final 1× concentration and 0.1 µM UP-primer under the following cycling conditions: initial denaturation at 98°C for 3 min; 22 cycles of 98°C for 20 s, 67°C for 15 s and 72°C for 6 min; and final elongation at 72°C for 5 min. The amplified cDNA was purified using 1× volume of hydrophobic Sera-Mag SpeedBeads (GE Healthcare) and DNA is eluted in 12 µl nuclease free water. The concentration of the samples was measured with a Tecan plate reader Infinite 200 pro in 384 well black flat bottom low-volume plates (Corning) using AccuBlue Broad range chemistry (Biotium).

For library preparation, 700 pg cDNA in 2 µl were mixed with 0.5 µl Tagment DNA Enzyme and 2.5 µl Tagment DNA Buffer (Nextera, Illumina) and tagmented at 55°C for 5 min. Subsequently, Illumina indices were added during PCR (72°C for 3 min; 98°C for 30 s; 12 cycles of 98°C for 10 s, 63°C for 20 s and 72°C for 1 min; and 72°C for 5 min) with 1× concentrated KAPA Hifi HotStart Ready Mix and 0.7 µM dual indexing primers. After PCR, libraries were quantified with AccuBlue Broad range chemistry, equimolarly pooled and purified twice with 1× volume Sera-Mag SpeedBeads. This was followed by Illumina sequencing on a Nextseq500 aiming at an average sequencing depth of 0.5 million reads per cell. Primers used were as follows: dT-primer, C6-aminolinker-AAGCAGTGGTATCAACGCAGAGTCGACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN, where N represents a random base and V any base beside thymidine; TSO-primer, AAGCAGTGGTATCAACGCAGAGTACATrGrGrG, where rG stands for ribo-guanosine; UP-primer, AAGCAGTGGTATCAACGCAGAGT.

### Computational analysis

Libraries were sequenced on an Illumina NextSeq 500 system, resulting in about 250,000 to 900,000 single end reads per cell. FastQC was used to examine quality of the reads after sequencing. Alignment of the reads to the GRCz10 reference, inclusive the 92 ERCC Spike-In transcripts, was carried out with GSNAP (v 2017-08-15), and Ensembl gene annotation version 87 was used to detect exon spanning reads. featureCounts (v1.5.3) was used with the same Ensembl annotation to count the uniquely aligned reads to the genes and to create a counts table.

To identify low quality cells, quality control metrics were calculated from the raw count matrix in R using the package scater (McCarthy et al., 2017). Only cells that had more 4.5 log10-transformed total reads, between 2.7 and 3.9 log10-transformed features with more than one read, less than 50% of the reads in the top 50 highest expressed genes, less than 20% reads from mitochondrial genes, less than 25% reads from spike-ins and for which more than 20% of the reads were mapped to the genome were used for further analysis. Using these criteria, from the 370 cells that were sequenced, 264 cells (71%) were used for further analysis. Genes that were detected in fewer than three cells were not considered for downstream analysis.

Further analysis was performed using the scanpy package (master branch commit 623f0d4) (Wolf et al., 2018, 2019). Using the scanpy function highly_variable_genes with max_mean set to 8.0, 5142 highly variable genes were identified from the log-transformed raw counts. Read counts were normalized using the deconvolution method implemented in the scran package (Lun et al., 2016 preprint), log-transformed, and scaled to unit variance and zero mean. A principal component analysis was performed on the highly variable genes. t-SNE dimensionality reduction was performed using the first 10 principal components (Ulyanov, 2018; Amir et al., 2013; Maaten and Hinton 2008). Based on the first 10 principal components, the diffusion map was calculated using a Gaussian kernel and sigma was implicitly determined by the distance to the five nearest neighbors (Haghverdi et al., 2015, Buettner and Theis 2012; Coifman et al., 2005). For the clustering, the 10 nearest neighbor graph was computed based on the first 10 principal components (McInnes and Healy, 2018 preprint). The neighborhood graph was used to perform Louvain clustering with the resolution parameter set to 0.5 (Blondel et al., 2008; Levine et al., 2015; Traag, 2015). Marker genes were detected using logistic regression on the raw count matrix as implemented in scanpy. The identification of cell identities in these clusters was based on examining these marker genes. For further analysis, the OPCs were dropped and a principal component analysis was performed on the resulting count matrix. A diffusion map was calculated with the same parameters as above. Diffusion pseudotime was computed with the dpt function of scanpy using the randomly chosen RG cell ‘RG-5_03_D09’ as root (Haghverdi et al., 2015; Wolf et al., 2018b preprint). To identify genes that mark the transitions between clusters, a pairwise differential expression analysis using a Wilcoxon rank-sum test was performed. For visualization of gene expression along diffusion pseudotime, a running average with a window width of 15 cells was computed.

Proliferative RG were defined as those that had one or more reads of ccnd1. All other RG were classified as non-proliferative. Differential expression analysis between the two groups was performed using a Wilcoxon rank-sum test. To examine the statistical significance of the over-representation of the top 100 marker genes for the NBN.1 cluster in the top 100 genes that are higher expressed in proliferative RG compared with quiescent RG a hypergeometric test was performed. From the 11 genes that were present in both, the top 100 marker genes for the NBN.1 cluster and the top 100 genes that are higher expressed in proliferative RG, four genes associated with neurogenesis were curated. For each cell, the number of expressed genes (>0 reads) among those four genes was calculated. To test the statistical significance of the increase in the number of cells that express genes associated with neurogenesis in proliferative RG, a one-sided Wilcoxon rank-sum test was performed.

### Comparison with murine cell types

For the combined cell type homology analysis, scanpy version 1.4.4 was used. Read counts and metadata on cell type identities from the developing mouse dentate gyrus were acquired from GEO accession number GSE104323. Read counts from zebrafish and mouse were normalized using the scanpy function normalize_per_gene and log-transformed using the log1p function of scanpy. Next, the normalized count matrices for zebrafish and mouse were transformed into a count matrix for all orthologues gene pairs in the following way. A list of all pairs of orthologues genes between mouse (GRCm38.p6) and zebrafish (GRCz11) was downloaded from www.ensembl.org/biomart/martview/ (database, Ensembl Genes 97; Dataset, zebrafish genes (GRCz11); filters, Orthologous Mouse Genes: Only; Attributes, Gene stable ID, Gene name, Mouse gene stable ID, Mouse gene name). It should be noted, that this is not a list of only one-to-one matches, i.e. a single species-specific gene can be contained in multiple pairs of orthologues genes. A cross-species count matrix was constructed in which each row corresponds to an orthologues gene pair and the columns correspond to the cells from both species. Let *z*^*j*^_*a*_ denote the normalized expression of zebrafish gene *a* in zebrafish cell *j* and *m*^*k*^_*b*_ denote the normalized expression of mouse gene *b* in mouse cell *k*. Then, the elements of this cross-species count matrix were assigned as
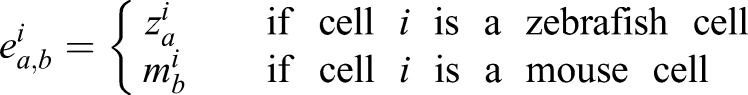
for all mouse and zebrafish cells *i*, and all orthologues gene pairs *a*, *b*. To align mouse and zebrafish data, batch correction was performed using the combat function of scanpy with the species as the batch key. Highly variable orthologous gene pairs were selected using the scanpy function highly_variable_genes with parameter flavor ‘cell_ranger’. A principal component analysis was performed on these highly variable orthologues gene pairs. Hierarchical clustering in the space of the first 50 principal components using a Pearson correlation distance was performed using the dendrogram function in scanpy. For each zebrafish cell, the Pearson correlation distance to and the cell type of the nearest mouse cell in the space of the first 50 principal components were computed. To reduce the number of false positives, zebrafish cells with distances to mouse cells above the 66% quantile of the distance distribution were disregarded from the analysis.

### Tissue preparation

Brains were exposed *in situ* and fixed at 4°C overnight in 2-4% paraformaldehyde/0.1 M phosphate buffer (pH 7.5). They were washed twice with phosphate-buffered saline (PBS) and transferred for decalcification and cryoprotection to 20% sucrose/20% EDTA in 0.1 M phosphate buffer (pH 7.5). Brains were frozen in 7.5% gelatine/20% sucrose and cut at 14 µm. Sections were stored at −20°C.

### *In situ* hybridization

RNA *in situ* hybridization on sections and on whole-mount brains and RNA probe generation was essentially performed as previously described (Ganz et al., 2012). Briefly, after defrosting at room temperature, sections were rehydrated for 15 min in PBS with 0.3% TritonX (PBSTx) and incubated with the probe overnight at 62-65°C. Information on the antisense *in situ* riboprobe for *tbr1b* can be found elsewhere (Ganz et al., 2012). The *in situ* probe for *tubb5* was obtained from the Zebrafish Gene Collection (cDNA clone MGC:85895). Probes for ebf3a and msi2b were cloned from zebrafish embryonic cDNA with the following primers: *ebf3a*-F, CAGCCAGTGGAGATCGAAAGGACAG; *ebf3a*-R, TGCCGTAGGGAGAGTTCGCAGAGGA; *msi2b*-F, GTTAGCCATGGAGGGAGACG; *msi2b*-R, GCGTCTTGGAAAGGCAACTT). The sections were washed at 60-65°C in washing solution (1×SSC, 50% deionized formamide) for 1×15 min and 2×30 min followed by 2×30 min MAB with 0.1% Tween-20 (MABT) washes. Sections were incubated for 1 h at room temperature in 2% DIG-blocking reagent (Roche) and incubated with anti-DIG antibody (Roche Diagnostics, sheep, polyclonal, Fab fragments conjugated to alkaline phosphatase, 11093274910) diluted 1:4000 in 2% DIG-blocking reagent overnight at 4°C. Subsequently, sections were washed for 4×20 min in MABT, equilibrated with staining buffer and stained with the substrate NBT/BCIP. The staining was controlled using a stereomicroscope. Finally, sections were washed for 2×5 min in PBS, postfixed with 4% PFA for 20-30 min, washed again for 2×10 min in PBS and mounted with 70% glycerol in PBS. All washing steps were performed on a shaker, all incubation steps in a humid chamber.

### Immunohistochemistry and EdU detection

Immunohistochemistry was carried out as previously described (Kroehne et al., 2011). Briefly, for detection of HuC/D, sections were subjected to antigen retrieval by 15 min incubation in 10 mM citrate buffer (pH 6.8). Primary and secondary antibodies were incubated in PBS with 0.3% Triton X-100 (PBS TX). Tissue sections were incubated with primary antibodies overnight at 4°C and secondary antibodies for 1 h at room temperature. The slides were then washed in PBS TX and mounted. We used primary antibodies to HuC/D (Elavl3) (mouse, Thermo Fisher Scientific, A21271, 1/250). For primary antibody validation, see www.thermofisher.com/antibody/product/HuC-HuD-Antibody-clone-16A11-Monoclonal/A-21271. Alexa Fluor 633-conjugated secondary antibodies were used (Thermo Fisher Scientific, A-21050, A21422; 1/750). EdU was detected with the EdU Alexafluor 488 Plus Imaging Kit (Thermo Fisher Scientific, C10337) according to the manufacturer's instructions.

### EdU injection

Adult (6-12 months old) fish were anaesthetized with 0.01% MS-222 (Sigma) in fish water (Brand et al., 2002) until sedation and injected intraperitoneally with 20 µl of 5 mg/ml EdU in PBS either for three times with 12 h interinjection interval (for analysis of EdU incorporation in *her4.1:mcherry*; *elavl3*:*gfp*-double transgenic fish) or for three times on consecutive days (for detection of adult-generated neurons in the diencephalon). After further survival for up to 1 month, fish were sacrificed by overdose with 0.024% MS-222 (Sigma) in fish water (Brand et al., 2002) until cessation of opercular movement. Subsequently, brains were dissected and processed for FACS (for analysis of EdU incorporation in *her4.1:mcherry*; *elavl3*:*gfp*-double transgenic fish) or processed for cryosectioning (detection of adult-generated neurons in the diencephalon).

### Image acquisition and processing

Images of brain sections, stained using *in situ* hybridization or immunofluorescence were imaged with a Zeiss Axioimager Z1 microscope with Apotome structured illumination to achieve optical sections in fluorescent images, using a Zeiss Plan-Apochromat 5×/0.16 and Zeiss Plan-Apochromat 40×0.95 objectives. To minimize crosstalk between the channels in multicolored specimens, sequential image acquisition was performed. The images were processed using ImageJ v.1.44 (rsb.info.nih.gov/ij/) and Adobe Photoshop CC 2015. Figures were assembled using Adobe Illustrator CC 2015.

### Statistics

For statistical analysis, *n* indicates the number of forebrain cell pools, where cells from 7-10 telencephali were pooled (EdU incorporation) or the number of single quiescent od proliferating RG cells (neurogenic commitment in proliferating RG). Statistical significance was determined using one way ANOVA with Welch's correction for heteroskedatic data followed by Bonferroni's multiple comparison *post hoc* test (EdU incorporation) or using a one-sided Mann and Whitney *U*-test (neurogenic commitment in proliferating RG). Statistical tests were performed with Graph Pad Prism 8. No animals or data points were excluded from the analyses. Cells in the single cell analysis were excluded based on pre-determined technical quality control parameters. No methods were used to pre-determine sample size or randomize group assignment.

## Supplementary Material

Supplementary information

## References

[DEV185595C1] AdolfB., ChapoutonP., LamC. S., ToppS., TannhäuserB., SträhleU., GötzM. and Bally-CuifL. (2006). Conserved and acquired features of adult neurogenesis in the zebrafish telencephalon. *Dev. Biol.* 295, 278-293. 10.1016/j.ydbio.2006.03.02316828638

[DEV185595C2] AimoneJ. B., LiY., LeeS. W., ClemensonG. D., DengW. and GageF. H. (2014). Regulation and function of adult neurogenesis: from genes to cognition. *Physiol. Rev.* 94, 991-1026. 10.1152/physrev.00004.201425287858PMC4280160

[DEV185595C3] AlemanyA., FlorescuM., BaronC. S., Peterson-MaduroJ. and van OudenaardenA. (2018). Whole-organism clone tracing using single-cell sequencing. *Nature* 556, 108-112. 10.1038/nature2596929590089

[DEV185595C4] AlunniA. and Bally-CuifL. (2016). A comparative view of regenerative neurogenesis in vertebrates. *Development* 143, 741-753. 10.1242/dev.12279626932669PMC4813331

[DEV185595C5] AlunniA., HermelJ.-M., HeuzeA., BourratF., JamenF. and JolyJ. S. (2010). Evidence for neural stem cells in the medaka optic tectum proliferation zones. *Dev. Neurobiol.* 70, 693-713. 10.1002/dneu.2079920506557

[DEV185595C6] AmamotoR., HuertaV. G., TakahashiE., DaiG., GrantA. K., FuZ. and ArlottaP. (2016). Adult axolotls can regenerate original neuronal diversity in response to brain injury. *Elife* 5, e13998 10.7554/eLife.13998.02527156560PMC4861602

[DEV185595C7] AmirE.-A. D., DavisK. L., TadmorM. D., SimondsE. F., LevineJ. H., BendallS. C., ShenfeldD. K., KrishnaswamyS., NolanG. P. and Pe'erD. (2013). viSNE enables visualization of high dimensional single-cell data and reveals phenotypic heterogeneity of leukemia. *Nat. Biotechnol.* 31, 545-552. 10.1038/nbt.259423685480PMC4076922

[DEV185595C8] AuerT. O., DuroureK., De CianA., ConcordetJ.-P. and Del BeneF. (2014). Highly efficient CRISPR/Cas9-mediated knock-in in zebrafish by homology- independent DNA repair. *Genome Res.* 24, 142-153. 10.1101/gr.161638.11324179142PMC3875856

[DEV185595C9] BarbosaJ. S., Sanchez-GonzalezR., Di GiaimoR., BaumgartE. V., TheisF. J., GötzM. and NinkovicJ. (2015). Neurodevelopment. Live imaging of adult neural stem cell behavior in the intact and injured zebrafish brain. *Science* 348, 789-793. 10.1126/science.aaa272925977550

[DEV185595C10] BatraR., HarderN., GogolinS., DiesslN., SoonsZ., Jäger-SchmidtC., LawerenzC., EilsR., RohrK., WestermannF.et al. (2012). Time-lapse imaging of neuroblastoma cells to determine cell fate upon gene knockdown. *PLoS ONE* 7, e50988 10.1371/journal.pone.005098823251412PMC3521006

[DEV185595C11] BaumgartE. V., BarbosaJ. S., Bally-CuifL., GötzM. and NinkovicJ. (2012). Stab wound injury of the zebrafish telencephalon: a model for comparative analysis of reactive gliosis. *Glia* 60, 343-357. 10.1002/glia.2226922105794

[DEV185595C12] BergD. A., KirkhamM., BeljajevaA., KnappD., HabermannB., RygeJ., TanakaE. M. and SimonA. (2010). Efficient regeneration by activation of neurogenesis in homeostatically quiescent regions of the adult vertebrate brain. *Development* 137, 4127-4134. 10.1242/dev.05554121068061

[DEV185595C13] BernardosR. L. and RaymondP. A. (2006). GFAP transgenic zebrafish. *Gene Expr. Patterns* 6, 1007-1013. 10.1016/j.modgep.2006.04.00616765104

[DEV185595C14] BhardwajR. D., CurtisM. A., SpaldingK. L., BuchholzB. A., FinkD., Bjork-ErikssonT., NordborgC., GageF. H., DruidH., ErikssonP. S.et al. (2006). Neocortical neurogenesis in humans is restricted to development. *Proc. Natl. Acad. Sci. USA* 103, 12564-12568. 10.1073/pnas.060517710316901981PMC1567918

[DEV185595C15] BlondelV. D., GuillaumeJ. L., LambiotteR. and LefebvreE. (2008). Fast unfolding of communities in large networks. *J. Stat. Mech. Theory Exp*. 2008, 10008 10.1088/1742-5468/2008/10/P10008

[DEV185595C16] BrandM., GranatoM. and Nüsslein-VolhardC. (2002). Keeping and raising zebrafish. In *Zebrafish* (ed. Nüsslein-VolhardC. and DahmR.), pp. 7-37. Oxford, UK: Oxford University Press.

[DEV185595C17] BriggsJ. A., WeinrebC., WagnerD. E., MegasonS., PeshkinL., KirschnerM. W. and KleinA. M. (2018). The dynamics of gene expression in vertebrate embryogenesis at single-cell resolution. *Science* 360, eaar5780 10.1126/science.aar578029700227PMC6038144

[DEV185595C82] BuettnerF. and TheisF. J. (2012). A novel approach for resolving differences in single-cell gene expression patterns from zygote to blastocyst. *Bioinformatics* 28, i626-i632. 10.1093/bioinformatics/bts38522962491PMC3436812

[DEV185595C18] CampJ. G., WollnyD. and TreutleinB. (2018). Single-cell genomics to guide human stem cell and tissue engineering. *Nat. Methods* 15, 661-667. 10.1038/s41592-018-0113-030171231

[DEV185595C19] CoifmanR. R., LafonS., LeeA. B., MaggioniM., NadlerB., WarnerF. and ZuckerS. W. (2005). Geometric diffusions as a tool for harmonic analysis and structure definition of data: diffusion maps. *Proc. Natl. Acad. Sci. USA* 102, 7426-7431. 10.1073/pnas.050033410215899970PMC1140422

[DEV185595C20] CosacakM. I., BhattaraiP., ReinhardtS., PetzoldA., DahlA., ZhangY. and KizilC. (2019). Single-cell transcriptomics analyses of neural stem cell heterogeneity and contextual plasticity in a zebrafish brain model of amyloid toxicity. *Cell Rep* 27, 1307-1318.e3. 10.1016/j.celrep.2019.03.09031018142

[DEV185595C21] DrayN., BeduS., VuilleminN., AlunniA., CoolenM., KrecsmarikM., SupattoW., BeaurepaireE. and Bally-CuifL. (2015). Large-scale live imaging of adult neural stem cells in their endogenous niche. *Development* 142, 3592-3600. 10.1242/dev.12301826395477PMC4631764

[DEV185595C83] EdelmannK., GlashauserL., SprungalaS., HeslB., FritschleM., NinkovicJ., GodinhoL. and ChapoutonP. (2013). Increased radial glia quiescence, decreased reactivation upon injury and unaltered neuroblast behavior underlie decreased neurogenesis in the aging zebrafish telencephalon. *J. Comp. Neurol.* 521, 3099-3115. 10.1002/cne.2334723787922

[DEV185595C22] EkströmP., JohnssonC.-M. and OhlinL.-M. (2001). Ventricular proliferation zones in the brain of an adult teleost fish and their relation to neuromeres and migration (secondary matrix) zones. *J. Comp. Neurol.* 436, 92-110. 10.1002/cne.105611413549

[DEV185595C23] ErnstA. and FrisénJ. (2015). Adult neurogenesis in humans- common and unique traits in mammals. *PLoS Biol.* 13, e1002045 10.1371/journal.pbio.100204525621867PMC4306487

[DEV185595C24] FarrellJ. A., WangY., RiesenfeldS. J., ShekharK., RegevA. and SchierA. F. (2018). Single-cell reconstruction of developmental trajectories during zebrafish embryogenesis. *Science* 360, eaar3131 10.1126/science.aar313129700225PMC6247916

[DEV185595C25] FausettB. V. and GoldmanD. (2006). A role for alpha1 tubulin-expressing Muller glia in regeneration of the injured zebrafish retina. *J. Neurosci.* 26, 6303-6313. 10.1523/JNEUROSCI.0332-06.200616763038PMC6675181

[DEV185595C26] FerriR. T. and LevittP. (1993). Cerebral cortical progenitors are fated to produce region-specific neuronal populations. *Cereb. Cortex* 3, 187-198. 10.1093/cercor/3.3.1878324369

[DEV185595C27] FrisénJ. (2016). Neurogenesis and gliogenesis in nervous system plasticity and repair. *Annu. Rev. Cell Dev. Biol.* 32, 127-141. 10.1146/annurev-cellbio-111315-12495327298094

[DEV185595C28] FurlanG., CuccioliV., VuilleminN., DirianL., MuntasellA. J., CoolenM., DrayN., BeduS., HouartC., BeaurepaireE.et al. (2017). Life-long neurogenic activity of individual neural stem cells and continuous growth establish an outside-in architecture in the teleost pallium. *Curr. Biol.* 27, 3288-3301.e3283. 10.1016/j.cub.2017.09.05229107546PMC5678050

[DEV185595C29] GanzJ. and BrandM. (2016). Adult neurogenesis in fish. *Cold Spring Harb. Perspect Biol.* 10.1101/cshperspect.a019018PMC493092226747664

[DEV185595C30] GanzJ., KaslinJ., HochmannS., FreudenreichD. and BrandM. (2010). Heterogeneity and Fgf dependence of adult neural progenitors in the zebrafish telencephalon. *Glia* 58, 1345-1363. 10.1002/glia.2101220607866

[DEV185595C31] GanzJ., KaslinJ., FreudenreichD., MachateA., GeffarthM. and BrandM. (2012). Subdivisions of the adult zebrafish subpallium by molecular marker analysis. *J. Comp. Neurol.* 520, 633-655. 10.1002/cne.2275721858823

[DEV185595C32] GerberT., MurawalaP., KnappD., MasselinkW., SchuezM., HermannS., Gac- SantelM., NowoshilowS., KageyamaJ., KhattakS.et al. (2018). Single- cell analysis uncovers convergence of cell identities during axolotl limb regeneration. *Science* 362, eaaq0681 10.1126/science.aaq068130262634PMC6669047

[DEV185595C33] GrandelH. and BrandM. (2013). Comparative aspects of adult neural stem cell activity in vertebrates. *Dev. Genes Evol.* 223, 131-147. 10.1007/s00427-012-0425-523179636

[DEV185595C34] GrandelH., KaslinJ., GanzJ., WenzelI. and BrandM. (2006). Neural stem cells and neurogenesis in the adult zebrafish brain: origin, proliferation dynamics, migration and cell fate. *Dev. Biol.* 295, 263-277. 10.1016/j.ydbio.2006.03.04016682018

[DEV185595C35] HaghverdiL., BuettnerF. and TheisF. J. (2015). Diffusion maps for high- dimensional single-cell analysis of differentiation data. *Bioinformatics* 31, 2989-2998. 10.1093/bioinformatics/btv32526002886

[DEV185595C36] HiraiwaA., FujitaM., NagasakaT., AdachiA., OhashiM. and IshibashiM. (1997). Immunolocalization of hCDC47 protein in normal and neoplastic human tissues and its relation to growth. *Int. J. Cancer* 74, 180-184. 10.1002/(SICI)1097-0215(19970422)74:2<180::AID-IJC7>3.0.CO;2-V9133452

[DEV185595C37] HochgernerH., ZeiselA., LönnerbergP. and LinnarssonS. (2018). Conserved properties of dentate gyrus neurogenesis across postnatal development revealed by single-cell RNA sequencing. *Nat. Neurosci.* 21, 290-299. 10.1038/s41593-017-0056-229335606

[DEV185595C38] HuttnerH. B., BergmannO., SalehpourM., RáczA., TatarishviliJ., LindgrenE., CsonkaT., CsibaL., HortobágyiT., MéhesG.et al. (2014). The age and genomic integrity of neurons after cortical stroke in humans. *Nat. Neurosci.* 17, 801-803. 10.1038/nn.370624747576

[DEV185595C39] KaslinJ., GanzJ. and BrandM. (2008). Proliferation, neurogenesis and regeneration in the non-mammalian vertebrate brain. *Philos. Trans. R. Soc. Lond. B Biol. Sci.* 363, 101-122. 10.1098/rstb.2006.201517282988PMC2605489

[DEV185595C40] KaslinJ., KroehneV., GanzJ., HansS. and BrandM. (2017). Distinct roles of neuroepithelial-like and radial glia-like progenitor cells in cerebellar regeneration. *Development* 144, 1462-1471. 10.1242/dev.14490728289134

[DEV185595C81] KawakamiK., TakedaH., KawakamiN., KobayashiM., MatsudaN. and MishinaM. (2004). A transposon-mediated gene trap approach identifies developmentally regulated genes in zebrafish. *Dev. Cell* 7, 133-144. 10.1016/j.devcel.2004.06.00515239961

[DEV185595C41] KesavanG., ChekuruA., MachateA. and BrandM. (2017). CRISPR/Cas9- mediated zebrafish knock-in as a novel strategy to study midbrain-hindbrain boundary development. *Front. Neuroanat.* 11, 52 10.3389/fnana.2017.0005228713249PMC5492657

[DEV185595C42] KesavanG., HammerJ., HansS. and BrandM. (2018). Targeted knock-in of CreER T2 in zebrafish using CRISPR/Cas9. *Cell Tissue Res.* 372, 41-50. 10.1007/s00441-018-2798-x29435650

[DEV185595C43] KesterL. and van OudenaardenA. (2018). Single-cell transcriptomics meets lineage tracing. *Cell Stem Cell* 23, 166-179. 10.1016/j.stem.2018.04.01429754780

[DEV185595C44] KrastevaV., BuscarletM., Diaz-TellezA., BernardM.-A., CrabtreeG. R. and LessardJ. A. (2012). The BAF53a subunit of SWI/SNF-like BAF complexes is essential for hemopoietic stem cell function. *Blood* 120, 4720-4732. 10.1182/blood-2012-04-42704723018638

[DEV185595C45] KroehneV., KaslinJ. and BrandM. (2009). 19-P003 Proliferation and cell fates during regeneration of the adult zebrafish brain. *Mech. Dev.* 126, 291-292. 10.1016/j.mod.2009.06.791

[DEV185595C46] KroehneV., FreudenreichD., HansS., KaslinJ. and BrandM. (2011). Regeneration of the adult zebrafish brain from neurogenic radial glia-type progenitors. *Development* 138, 4831-4841. 10.1242/dev.07258722007133

[DEV185595C47] KroehneV., TsataV., MarroneL., FroebC., ReinhardtS., GompfA., DahlA., SterneckertJ. and ReimerM. M. (2017). Primary spinal OPC culture system from adult zebrafish to study oligodendrocyte differentiation in vitro. *Front. Cell Neurosci.* 11, 284 10.3389/fncel.2017.0028428959189PMC5603699

[DEV185595C48] KunzeA., CongresoM. R., HartmannC., Wallraff-BeckA., HuttmannK., BednerP., RequardtR., SeifertG., RedeckerC., WilleckeK.et al. (2009). Connexin expression by radial glia-like cells is required for neurogenesis in the adult dentate gyrus. *Proc. Natl. Acad. Sci. USA* 106, 11336-11341. 10.1073/pnas.081316010619549869PMC2700144

[DEV185595C49] LevineJ. H., SimondsE. F., BendallS. C., DavisK. L., AmirE.-D., TadmorM. D., LitvinO., FienbergH. G., JagerA., ZunderE. R.et al. (2015). Data-driven phenotypic dissection of AML reveals progenitor-like cells that correlate with prognosis. *Cell* 162, 184-197. 10.1016/j.cell.2015.05.04726095251PMC4508757

[DEV185595C50] LiX., ZhaoX., FangY., JiangX., DuongT., FanC., HuangC.-C. and KainS. R. (1998). Generation of destabilized green fluorescent protein as a transcription reporter. *J. Biol. Chem.* 273, 34970-34975. 10.1074/jbc.273.52.349709857028

[DEV185595C51] LunA. T., McCarthyD. J. and MarioniJ. C. (2016). A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. *F1000Res* 5, 2122 10.12688/f1000research.9501.227909575PMC5112579

[DEV185595C52] MaatenL. V. d. and HintonG. (2008). Visualizing data using t-SNE. *J. Mach. Learn. Res.* 9, 2579-2605.

[DEV185595C53] MärzM., ChapoutonP., DiotelN., VaillantC., HeslB., TakamiyaM., LamC. S., KahO., Bally-CuifL. and StrahleU. (2010a). Heterogeneity in progenitor cell subtypes in the ventricular zone of the zebrafish adult telencephalon. *Glia* 58, 870-888. 10.1002/glia.2097120155821

[DEV185595C54] MärzM., SchmidtR., RastegarS. and StrahleU. (2010b). Expression of the transcription factor Olig2 in proliferating cells in the adult zebrafish telencephalon. *Dev. Dyn.* 239, 3336-3349. 10.1002/dvdy.2245520981834

[DEV185595C55] MärzM., SchmidtR., RastegarS. and StrahleU. (2011). Regenerative response following stab injury in the adult zebrafish telencephalon. *Dev. Dyn.* 240, 2221-2231. 10.1002/dvdy.2271022016188

[DEV185595C56] McCarthyD. J., CampbellK. R., LunA. T. and WillsQ. F. (2017). Scater: pre- processing, quality control, normalization and visualization of single-cell RNA- seq data in R. *Bioinformatics* 33, 1179-1186. 10.1093/bioinformatics/btw77728088763PMC5408845

[DEV185595C57] McInnesL. and HealyJ. (2018). UMAP: uniform manifold approximation and projection for dimension reduction. *arXiv:1802.03426 [stat,ML]*.

[DEV185595C58] MuellerT. and GuoS. (2009). The distribution of GAD67-mRNA in the adult zebrafish (teleost) forebrain reveals a prosomeric pattern and suggests previously unidentified homologies to tetrapods. *J. Comp. Neurol.* 516, 553-568. 10.1002/cne.2212219673006PMC2828780

[DEV185595C59] OhabJ. J., FlemingS., BleschA. and CarmichaelS. T. (2006). A neurovascular niche for neurogenesis after stroke. *J. Neurosci.* 26, 13007-13016. 10.1523/JNEUROSCI.4323-06.200617167090PMC6674957

[DEV185595C84] OhtaniK., IwanagaR., NakamuraM., IkedaIkeda, YabutaN., TsurugaH., and NojimaH. (1999). Cell growth-regulated expression of mammalian MCM5 and MCM6 genes mediated by the transcription factor E2F. *Oncogene* 18, 2299-2309. 10.1038/sj.onc.120254410327050

[DEV185595C60] ParkH.-C., KimC.-H., BaeY.-K., YeoS.-Y., KimS.-H., HongS.-K., ShinJ., YooK.-W., HibiM., HiranoT.et al. (2000). Analysis of upstream elements in the HuC promoter leads to the establishment of transgenic zebrafish with fluorescent neurons. *Dev. Biol.* 227, 279-293. 10.1006/dbio.2000.989811071755

[DEV185595C61] ParkH.-C., ShinJ., RobertsR. K. and AppelB. (2007). An olig2 reporter gene marks oligodendrocyte precursors in the postembryonic spinal cord of zebrafish. *Dev. Dyn.* 236, 3402-3407. 10.1002/dvdy.2136517969181

[DEV185595C62] PicelliS., FaridaniO. R., BjörklundA. K., WinbergG., SagasserS. and SandbergR. (2014). Full-length RNA-seq from single cells using Smart-seq2. *Nat. Protoc.* 9, 171-181. 10.1038/nprot.2014.00624385147

[DEV185595C63] RajB., WagnerD. E., McKennaA., PandeyS., KleinA. M., ShendureJ., GagnonJ. A. and SchierA. F. (2018). Simultaneous single-cell profiling of lineages and cell types in the vertebrate brain. *Nat. Biotechnol.* 36, 442-450. 10.1038/nbt.410329608178PMC5938111

[DEV185595C64] ReimerM. M., SorensenI., KuschaV., FrankR. E., LiuC., BeckerC. G. and BeckerT. (2008). Motor neuron regeneration in adult zebrafish. *J. Neurosci.* 28, 8510-8516. 10.1523/JNEUROSCI.1189-08.200818716209PMC6671064

[DEV185595C65] Rodriguez VialesR., DiotelN., FergM., ArmantO., EichJ., AlunniA., MärzM., Bally-CuifL., RastegarS. and SträhleU. (2015). The helix-loop-helix protein id1 controls stem cell proliferation during regenerative neurogenesis in the adult zebrafish telencephalon. *Stem Cells* 33, 892-903. 10.1002/stem.188325376791

[DEV185595C66] RothenaignerI., KrecsmarikM., HayesJ. A., BahnB., LepierA., FortinG., GotzM., JagasiaR. and Bally-CuifL. (2011). Clonal analysis by distinct viral vectors identifies bona fide neural stem cells in the adult zebrafish telencephalon and characterizes their division properties and fate. *Development* 138, 1459-1469. 10.1242/dev.05815621367818

[DEV185595C67] SahaB., PeronS., MurrayK., JaberM. and GaillardA. (2013). Cortical lesion stimulates adult subventricular zone neural progenitor cell proliferation and migration to the site of injury. *Stem Cell Res.* 11, 965-977. 10.1016/j.scr.2013.06.00623900166

[DEV185595C68] ShinJ., ParkH.-C., TopczewskaJ. M., MawdsleyD. J. and AppelB. (2003). Neural cell fate analysis in zebrafish using olig2 BAC transgenics. *Methods Cell Sci.* 25, 7-14. 10.1023/B:MICS.0000006847.09037.3a14739582

[DEV185595C69] SkaggsK., GoldmanD. and ParentJ. M. (2014). Excitotoxic brain injury in adult zebrafish stimulates neurogenesis and long-distance neuronal integration. *Glia* 62, 2061-2079. 10.1002/glia.2272625043622PMC4205181

[DEV185595C85] SobeckiM., MroujK., ColingeJ., GerbeF., JayP., KrasinskaL., DulicV. and FisherD. (2017). Cell-cycle regulation accounts for variability in Ki-67 expression levels. *Cancer Res.* 77, 2722-2734. 10.1158/0008-5472.CAN-16-070728283655

[DEV185595C70] SpanjaardB., HuB., MiticN., Olivares-ChauvetP., JanjuhaS., NinovN. and JunkerJ. P. (2018). Simultaneous lineage tracing and cell-type identification using CRISPR-Cas9-induced genetic scars. *Nat. Biotechnol.* 36, 469-473. 10.1038/nbt.412429644996PMC5942543

[DEV185595C71] TraagV. A. (2015). louvain-igraph: v0.5.3. Zenodo.

[DEV185595C72] TsataV., KroehneV., ReinhardtS., El-ArmoucheA., BrandM., WagnerM. and ReimerM. M. (2019). Electrophysiological properties of adult zebrafish oligodendrocyte progenitor cells. *Front. Cell Neurosci.* 13, 102 10.3389/fncel.2019.0010231031593PMC6473327

[DEV185595C73] TurnerK. J., HawkinsT. A., YáñezJ., AnadónR., WilsonS. W. and FolgueiraM. (2016). Afferent connectivity of the zebrafish habenulae. *Front. Neural Circuits* 10, 30 10.3389/fncir.2016.0003027199671PMC4844923

[DEV185595C74] UlyanovD. (2018). Multicore-TSNE. https://github.com/DmitryUlyanov/Multicore-TSNE.

[DEV185595C75] WagnerD. E., WeinrebC., CollinsZ. M., BriggsJ. A., MegasonS. G. and KleinA. M. (2018). Single-cell mapping of gene expression landscapes and lineage in the zebrafish embryo. *Science* 360, 981-987. 10.1126/science.aar436229700229PMC6083445

[DEV185595C76] WolfF. A., AngererP. and TheisF. J. (2018). SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* 19, 15 10.1186/s13059-017-1382-029409532PMC5802054

[DEV185595C77] WolfF. A., HameyF. K., PlassM., SolanaJ., DahlinJ. S., GöttgensB., RajewskyN., SimonL. and TheisF. J. (2019). PAGA: graph abstraction reconciles clustering with trajectory inference through a topology preserving map of single cells. *Genome Biol.* 20, 59 10.1186/s13059-019-1663-x30890159PMC6425583

[DEV185595C78] YuS. and HeJ. (2019). Stochastic cell-cycle entry and cell-state-dependent fate outputs of injury-reactivated tectal radial glia in zebrafish. *eLife* 8, e48660 10.7554/eLife.4866031442201PMC6707787

[DEV185595C79] ZhongL. and GergesN. Z. (2012). Neurogranin targets calmodulin and lowers the threshold for the induction of long-term potentiation. *PLoS ONE* 7, e41275 10.1371/journal.pone.004127522848456PMC3405117

[DEV185595C80] ZupancG. K. H., HinschK. and GageF. H. (2005). Proliferation, migration, neuronal differentiation, and long-term survival of new cells in the adult zebrafish brain. *J. Comp. Neurol.* 488, 290-319. 10.1002/cne.2057115952170

How the deposited data were processed for this re-analysis (not part of the article)

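Single cells of the RG, NBN and MN gates were sequenced with SMART-seq2. The authors aligned single-end reads with GSNAP to the GRCz10 genome together with the sequences of spike-in transcripts, counted uniquely aligned reads on Ensembl genes with featureCounts, and deposited the raw counts for all 370 cells before the quality filters and without normalization. The values are whole numbers, and without molecular identifiers they count reads and not molecules. Spike-in transcripts are not among the 32266 listed genes, so the filter on spike-in reads and a comparison of reads per spike-in read were not run. Of the genes, 26433 had a symbol, 74 of 76 genes asked for by name were found, and 47 of these had a single identifier. *podxl2* and *si:ch211-286c4.6* were not found under these names and are not reported. Coordinates were not used, since the annotation at hand could not be linked to the identifiers of this genome build.

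The samples, most tests and most alternatives to each choice were set before the data were examined, and the closing section names those chosen later. The quality filters were those of the methods: a log10 of total reads above 4.5, a log10 of the number of genes with more than 1 read between 2.7 and 3.9, less than 50% of reads in the 50 most abundant genes, less than 20% of reads on the 13 mitochondrial genes, and more than 20% of reads mapped, taken from the sample labels. Genes detected in at least 3 of the cells that passed were kept (17533). Cells were normalized with scran 1.30.0 and clustered with scanpy 1.11.5 and igraph 0.11.9, without 52 genes (63 identifiers) whose levels are reported per cluster. The clusters were named by other genes that the results give for each cluster, and these took part in the clustering. Pseudotime was computed with scanpy from the root cell named in the methods.

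Reads were summed per fish and gate, per fish and cluster (at least 5 cells) and per fish and *ccnd1* class (at least 3 cells), and compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, its filter on low counts, Benjamini-Hochberg adjustment, adjusted p of 0.05) and, as an alternative, DESeq2 1.42.0 in R 4.3.3. The fish was not a block in these fits, except for the MN gate. The profiles of the RG and NBN gates of 1 fish were compared with those of different fish. Over 2000 genes, with the gate means removed, r between them was 0.0761, -0.0286, -0.00589, 0.00468 and -0.0157 in fish 1 to 5 and 0.0850 in the fish of batch bfx811, with a median of -0.0247 to 0.0415 against the other fish. The fit with the fish as a block was an alternative. Shares and pseudotime were compared over fish with exact two-sided permutation tests in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0), and leidenalg 0.10.2 served an alternative clustering. Batch bfx811 was taken as 1 fish, since the paper counts 6 fish and the names of its cells carry no fish number, so leaving it out gives the result within the other batch. Genes were named by a rule: every gene that the paper's text names for these cells, and for each comparison of sums the 5 genes with the largest change in each direction. These 5 had to have an adjusted p under 0.05, a mean of at least 20 CPM and the same direction in every fish with both groups, and between clusters to be left out of the clustering. Not all of these are printed, and those printed were picked from them, by their bearing on the paper's sentences, after their values had been seen. A list of 4 telencephalic genes outside the rule served to compare the part of the brain sampled between fish. Some genes are not reported here.

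The tests were tried on simulated data with the same sums and 200 changed genes. A first trial, with changes of 4-fold and 16-fold, found few genes, and the changes were then raised to 16-fold and 256-fold. Of genes changed 16-fold, edgeR found 39.4% between the RG and NBN gates, 8.08%, 8% and 11% for NBN.2-like, MN-like and RG-like against NBN.1-like cells, 30.2% between *ccnd1* classes, 6% between batches and 0% for the MN gate, so that most 16-fold changes would be missed. Of genes changed 256-fold it found 96.9%, 75%, 55%, 79%, 89.9%, 60.2% and 0%. The alternatives were other tools, filters, blocks, depths, clusterings and replicates, and the closing section gives their effect. The comparison with mouse cells, the imaging and the cell sorting data were not analysed here.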

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

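The tests of *si:ch211-276i12.12*, of the filter on the fraction mapped and of read depth in the quality filters were chosen only after the result was seen.

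In the RG gate, 57.3% of cells failed the quality filters, a group that the paper counts but does not describe. The filter on the fraction mapped is argued against as the cause, since the difference from the NBN gate stayed at 55.0 percentage points without it. Fewer reads per RG cell may explain part of the difference. Among cells with at least the lowest number of reads of a passed NBN cell (38724), 63 of 136 RG and 1 of 165 NBN cells failed, a difference of 45.8 ± 20.5 points (SD, 6 of 6 fish; exact two-sided permutation test, p = 0.03125). From the 5th percentile of those reads (100434) the difference was 22.6 ± 25.4 points (6 of 6 fish; exact p = 0.03125), and from the 25th percentile (175329) 10.9 ± 17.2 points (3 of 6 fish; exact p = 0.25). The filter on mitochondrial reads, a share that fewer reads alone would not raise, removed 43 RG and 1 NBN cells, and the median share was 18.3% in failed and 1.37% in passed RG cells. In the fish of batch bfx811, where RG cells also failed more often, the median was 1.35% in all RG and 1.52% in all NBN cells, so a raised share was not seen in every fish. The difference shrank with depth, and since 6 failed RG cells have that many reads, low depth cannot be told apart from other causes, such as those behind the mitochondrial share. No biological explanation was tested.

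Of 81 failed RG gate cells with at least 20000 reads, 24 (29.6%) had a read of a radial glia marker after thinning, in cells that the paper did not analyse, against 13 of 164 passed NBN gate cells (7.93%) and 71 of 73 passed RG gate cells. The difference from the NBN gate was 24.3 ± 24.1 points (higher in 5 of 6 fish; exact two-sided permutation test, p = 0.0625). Per fish the share in failed RG cells ran from 0% in fish 4 to 75% in the fish of batch bfx811. RNA from other cells may carry these reads, and the test could not tell that from failed radial glia, since the difference did not pass the threshold. No biological explanation was tested.

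In the fish of batch bfx811, 10.0% of NBN gate cells failed, far from the 0% to 3.70% of the other fish. It was the 1 value of this kind among 25 groups of fish, and chance alone gives about 1 in 20 groups. These are 3 of 30 cells, no explanation was tested, and batch and fish cannot be told apart.

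Reads of 14 genes were found in at least 50% of the cells of 1 batch and in under 1% of the other (10 genes in batch bfx811 and 4 in batch bfx855), which the paper does not discuss. *si:ch211-276i12.12* (ENSDARG00000105368) had a read in all 77 passed cells of batch bfx811 and in 0 of 187 of batch bfx855, which over all 370 cells were 88 of 91 and 0 of 279, and took 3.10% of the reads of batch bfx811. Differences of this kind between ordinary fish are argued against, since the largest number of such genes for a fish of batch bfx855 against the other 4 was 0. A difference between the batches and 1 peculiar to the fish of batch bfx811 both stay open, because that batch is 1 fish. No biological explanation was tested.

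The paper's Fig. 3C shows *si:ch211-276i12.12* among the genes of the MN cluster. As a marker of mature neurons it is argued against by the MN-like cells of batch bfx855, of which 0% (0 of 18, which allows a share of up to 16.7%) had a read. Within batch bfx811, 100% of RG gate cells had one, and the mean over cells was 21939 CPM in RG-like, 23748 in NBN.1-like, 39868 in NBN.2-like, 32146 in MN-like and 49738 in OPC-like cells. Of the 44 MN-like cells 26 are from that batch, which may place the gene among the markers of the cluster.

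The share of NBN.2-like cells in the NBN gate differed between fish, with 3.70%, 53.6%, 7.14%, 57.1% and 19.2% in fish 1 to 5 and 63.0% in the fish of batch bfx811, a spread that the paper does not describe. Chance sampling of cells is argued against (permutation of cells over 6 fish, p = 1e-05, the smallest that 100000 permutations can give), as is the batch as the whole cause (p = 1e-05 within the 5 fish of batch bfx855, likewise the smallest), where cells and not fish were the units. Read depth stays open: over 6 fish the share had r = -0.531 with the median reads of NBN gate cells (permutation p = 0.278, 0.556 after Benjamini-Hochberg adjustment; rho = -0.371, p = 0.497; r = 0.146 without the 2 farthest fish). A different part of the brain in the dissection may also differ between fish. Against the share of RG-like cells with a read of the telencephalic list, r was 0.231 (permutation p = 0.653, adjusted 0.653; rho = 0.143, p = 0.803, 0.803 adjusted for either rho; r = -0.610 without the 2 farthest fish). With 6 fish neither relation was decided.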

How the results depend on the processing

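The alternatives that use the copies of *STMN1* and *SOX4* with fewer reads and *ascl1b* in place of *ascl1a* were chosen only after the data were seen. Of 195 alternative values of 21 main results, 146 kept their direction and their side of the threshold or stayed within the spread, 24 lost the threshold, 25 moved further and 0 reversed. Of 668 for 109 further values, mostly single genes, 597 kept both, 26 lost and 39 gained the threshold, 4 moved and 2 reversed. Unless stated, the cause was not tested.

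With DESeq2, the number of genes past the threshold was 1090 in place of 711 between the RG and NBN gates, 143 in place of 14 between the MN and NBN gates, 15 in place of 7 for NBN.2-like and 11 in place of 2 for MN-like against NBN.1-like cells, 17 in place of 2 between *ccnd1* classes and 505 in place of 33 between batches. Without a filter on low counts it was 1232 between the RG and NBN gates, 16 for NBN.2-like and 9 for MN-like cells, 11 between *ccnd1* classes and 50 between batches, where more genes were tested. With the fish as a replicate block it was 1035 between the RG and NBN gates, 14 for NBN.2-like cells, 6 for MN-like cells and 14 between *ccnd1* classes, and without it 0 between the MN and NBN gates, by edgeR, with 541 at an unadjusted p under 0.05. The median log2 fold change of all genes between the MN and NBN gates was -1.11, -0.63 with DESeq2 and -0.32 without the block. That between the RG and NBN gates was -0.69, -0.48 with DESeq2 and -2.06 with the fish as a block. The counts for the MN gate rest on 1 sum and are not read as differences between gates. Those between batches rest on 2 sums of 1 fish in batch bfx811 and are not read as differences between batches. Thinned to 20000 reads, 1 gene passed between *ccnd1* classes, where 1034 genes were tested. A resolution of 1.0 gave 10 clusters, and the overlap of NBN.1-like markers with genes of *ccnd1*-positive cells was 22 after thinning and 22 with the Wilcoxon test.

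Leaving out 1 fish gave 687 to 877 genes between the RG and NBN gates, 10 to 30 between the MN and NBN gates (30 without fish 3), 6 to 8 for NBN.2-like, 0 to 3 for MN-like (0 without fish 3, with 18 at an unadjusted p under 0.05, and 1 without fish 1 or fish 4) and 20 to 25 for RG-like cells, 2 to 6 between *ccnd1* classes (4 without fish 2 and 6 without the fish of batch bfx811) and an overlap of 9 to 19 marker genes. The difference in proliferation markers ran from 30.0 to 40.5 points, that between glutamatergic and GABAergic markers from 24.6 to 29.5 and that in failed cells from 49.6 to 62.8, each with an exact p of 0.0625, the smallest that 5 fish allow, so that the fewer fish explain the loss of the threshold. The pseudotime of NBN.1-like after RG-like cells ran from 0.388 to 0.398, and from 0.0864 to 0.428 over other root cells. The telencephalic difference ran from -89.2 to -83.7 points and that in neurogenic genes from 17.5 to 46.7, the lowest without fish 5.

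*CXCL12* was higher in NBN.2-like than in NBN.1-like cells (log2 fold change 6.01, adjusted p = 0.0162, at 15.8 and 0.164 CPM), higher in 2 of 4 fish. Over the fits without 1 fish it ran from -0.65 (without fish 2, adjusted p = 0.990) to 7.29. With the fish as a block, either this call or that of the copy of *MSI2* ENSDARG00000032614 was lost. The copy of *GLUL* ENSDARG00000100003 went from -0.38 to 0.20 between *ccnd1* classes with the fish as a block, at an adjusted p of 1.00 in both. Depth limits the results in single cells, since the share of NBN gate cells with a proliferation marker fell from 11 of 164 to 3 of 164 after thinning. The alternatives for spike-in reads were not run, since no spike-in transcripts are listed.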

Differences from the paper's values

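Of the numbers of the paper that were compared, none differed from the value here by more than the limit set before the data were examined, under the settings of the methods. The limit was a factor of 1.5 and, for shares of cells, also the SD over fish, so that 13 shared marker genes beside 9, and 34.1% of *ccnd1*-negative RG with 2 or more neurogenic genes beside 27%, stayed within it. The paper's count of NBN.1 markers enriched in quiescent RG was not compared. Among the alternatives, a resolution of 1.0 gave 10 clusters beside the paper's 5, and the overlap of NBN.1 markers was 22 after thinning or with the Wilcoxon test, 14 without fish 1 and 19 without the fish of batch bfx811, beside the 9 of the paper's results, which was reached without fish 4 or fish 5, and the 11 of its methods, which was reached without fish 2. The number of clusters was 6 beside the paper's 5, with 2 of them named NBN.1-like, and 5 at a resolution of 0.3, with 20 principal components and from 3 of 20 seeds. Counting genes with at least 1 read gave 76 RG cells, the paper's number, in place of 73, and 11 RG cells with *mcm5*, also the paper's number, were found after thinning or with at least 5 reads.

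The paper states that proliferation is confined to RG, while 11 of 164 NBN gate cells had a read of a proliferation marker, and 3 of 164 after thinning. It states that most newborn neurons express *slc16a6* genes, while 6 of 164 NBN gate cells did, and the *SLC17A6* copies of its results were found in 77 of 164 without and 61 of 164 with thinning. The paper states that the neuronal clusters do not express *her4.1*. A read was found in 8 of 80 NBN.1-like, 4 of 57 NBN.2-like and 8 of 44 MN-like cells. After thinning these were 3 of 80, 0 of 57 and 4 of 44. For the proliferation markers and *her4.1*, 1 read was enough to count a cell, which by itself does not contradict expression confined to RG. Over the NBN.1-like sums *ccnd1* held 6 reads (0.250 CPM) and *mcm5* 108 (6.25 CPM).

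Several genes that the paper reports as different did not pass the threshold here in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes in the paper's direction. Between the RG and NBN gates these were *id1* (adjusted p = 0.0786), called with DESeq2, without a filter, with the fish as a block, in all 370 cells and without the fish of batch bfx811, *elavl3* (adjusted p = 0.0720), called under the same settings, and *map2* (adjusted p = 0.488) and the *INSM1* copies, called under none of the settings run. Of the markers of NBN.2 and NBN.1, *ebf3a* (adjusted p = 0.151) was called with DESeq2, without a filter and with the block, and *tubb5* (adjusted p = 0.0868 against NBN.2-like cells) without a filter, with the block and without fish 5. Against MN-like cells *tubb5* (adjusted p = 0.0588) was called with DESeq2, without a filter, with the block and without fish 2, 4, 5 or the fish of batch bfx811. Of the genes that the paper places in NBN.1 and not in NBN.2, *neurod4* (adjusted p = 0.0542) was called with DESeq2, without a filter and with the block, *DLX5* (adjusted p = 0.0662) with DESeq2 and *DLX2* ENSDARG00000079964 (adjusted p = 0.0884) with DESeq2 and with the block. Of genes that it confines to RG, *ascl1a* (adjusted p = 0.0686 against NBN.1-like cells) was called with DESeq2, without a filter and without fish 1, and *mki67* (adjusted p = 0.0518) with DESeq2. *sv2a* (adjusted p = 0.763) and *gad1b* (adjusted p = 0.414) in MN-like cells were called under none of the settings run. In simulated data edgeR found 39.4% of genes changed 16-fold between the RG and NBN gates. Against NBN.1-like cells it found 8.08% for NBN.2-like, 8% for MN-like and 11% for RG-like cells. A missing call is therefore no evidence that a gene does not differ.

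Between proliferating and quiescent RG the paper names *snrpd1*, *actl6a*, *mcm7*, *ascl1a*, *sox4a*, *tmsb* and *stmn1b* as enriched and *fabp7a*, *cx43*, *glula* and *s100b* as depleted, and 0 of these 11 passed the threshold here by edgeR, with adjusted p from 0.118 up. In simulated data edgeR found 30.2% of genes changed 16-fold in this comparison, so a gene that was not called may still differ. DESeq2 called *actl6a*, no filter called *fabp7a* and *glula*, the fish as a block called *fabp7a*, *cx43* and *glula*, and leaving out the fish of batch bfx811 called *fabp7a*. Adjusted over the list alone, which is not independent evidence, 8 of the 42 tested genes that the paper names were called. The paper reports significantly more neurogenic genes per cell in proliferating RG, from a test over cells, while the difference over 5 fish in the share of cells with 2 or more, 34 points, had an exact two-sided permutation p of 0.25. With the copies of *STMN1* and *SOX4* with fewer reads, a choice made after the values were seen, it was 30.9 points with an exact p of 0.0625, the smallest possible for 5 fish.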

Other observations

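The tests in this part were chosen before their results were seen.

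Other splits of the sums into groups of the same sizes were fitted in the same way. A split with as many genes past the threshold as the real 1 came up 1 time in 100 of 462 possible splits for the RG against the NBN gate (711 genes), and 1 time in 32 when gates were exchanged within fish, the real split included both times. The same count was 1 of 100 for NBN.2-like (7 genes) and 1 of 100 for RG-like (26 genes) against NBN.1-like cells. Clusters were drawn from the expression of the same cells, which favours the real split beforehand. These 2 counts are therefore no independent test of the clusters. For MN-like against NBN.1-like cells the count was 6 of 84, and between *ccnd1* classes 7 of 100. In the latter another split gave up to 6 genes. Chance in how the sums were grouped may thus give as many as the 2 genes of either comparison. This count does not speak against each gene. Between *ccnd1* classes 1 of the 2 is *ccnd1* itself, by construction, and *si:ch211-251b21.1* passed the threshold in 6 of 6 fits without 1 fish, though not after thinning (adjusted p = 0.0818).

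The excess of neurogenic genes in *ccnd1*-positive RG was weighed against 3 technical explanations. More reads per positive cell are argued against, since the difference was 39.5 points after thinning and positive cells held a median of 183695 reads against 284681 in negative cells. More genes of any kind in positive cells stay open: 1.09% of 10000 random gene sets of like detection gave as large a difference, with a median of 3.10 points, but the 4 genes were chosen on these cells, so that random sets cannot exclude it. The choice of the genes on the same cells may account for it: with the classes permuted within fish and the genes chosen anew, 6 of 100 permutations gave as large a difference. A link between proliferation and neurogenic genes stays open as well.

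Of the 33 genes past the threshold between the batches in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all were higher in batch bfx811, which is 1 fish. Of 505 with DESeq2, 350 were higher and 155 lower, so the direction depends on the tool. The 2 sums of batch bfx811 are the RG and the NBN gate of 1 fish, with no spread between fish behind them. These calls are therefore not read as differences between the batches.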
